# A late-stage assembly checkpoint of the human mitochondrial ribosome large subunit

**DOI:** 10.1038/s41467-022-28503-5

**Published:** 2022-02-17

**Authors:** Pedro Rebelo-Guiomar, Simone Pellegrino, Kyle C. Dent, Aldema Sas-Chen, Leonor Miller-Fleming, Caterina Garone, Lindsey Van Haute, Jack F. Rogan, Adam Dinan, Andrew E. Firth, Byron Andrews, Alexander J. Whitworth, Schraga Schwartz, Alan J. Warren, Michal Minczuk

**Keywords:** RNA, Cryoelectron microscopy, RNA metabolism, Mitochondria, Ribosome

## Abstract

Many cellular processes, including ribosome biogenesis, are regulated through post-transcriptional RNA modifications. Here, a genome-wide analysis of the human mitochondrial transcriptome shows that 2’-*O*-methylation is limited to residues of the mitoribosomal large subunit (mtLSU) 16S mt-rRNA, introduced by MRM1, MRM2 and MRM3, with the modifications installed by the latter two proteins being interdependent. MRM2 controls mitochondrial respiration by regulating mitoribosome biogenesis. In its absence, mtLSU particles (visualized by cryo-EM at the resolution of 2.6 Å) present disordered RNA domains, partial occupancy of bL36m and bound MALSU1:L0R8F8:mtACP anti-association module, allowing five mtLSU biogenesis intermediates with different intersubunit interface configurations to be placed along the assembly pathway. However, mitoribosome biogenesis does not depend on the methyltransferase activity of MRM2. Disruption of the MRM2 *Drosophila melanogaster* orthologue leads to mitochondria-related developmental arrest. This work identifies a key checkpoint during mtLSU assembly, essential to maintain mitochondrial homeostasis.

## Abstract (web summary)

Rebelo-Guiomar et al. unveil late stage assembly intermediates of the human mitochondrial ribosome by inactivating the methyltransferase MRM2 in cells. Absence of MRM2 impairs organismal homeostasis, while its catalytic activity is dispensable for mitoribosomal biogenesis.

## Introduction

The human mitochondrial genome is encoded in multiple copies of ~16.6 kb circular double-stranded DNA molecules (mtDNA) present in mitochondrial nucleoids in the mitochondrial matrix. Expression of this genome entails several, highly regulated processes, with newly synthesised transcripts being cleaved, chemically modified, polyadenylated and further matured in neighbouring structures known as mitochondrial RNA granules (MRGs). The assembly of mitochondrial ribosomes also takes place in MRGs, with mitoribosomal proteins (MRPs) and biogenesis factors engaging in a complex process, which has not yet been fully characterised^1–3^.

Similar to other systems, the mitochondrial ribosome is composed of a small (mtSSU) and a large (mtLSU) subunit, with their core rRNAs, 12S and 16S mitochondrial (mt-) rRNAs, respectively, surrounded by MRPs (30 for the mtSSU and 52 for the mtLSU). While the RNA components of the mitoribosome are mitochondrially-encoded, all MRPs and assembly factors are encoded in the nuclear genome, thus requiring coordination between two genomes for the assembly of these macromolecular complexes. The mammalian mitochondrial ribosome is endowed with a number of specific features. While RNA makes up most of the composition of bacterial and cytosolic eukaryotic ribosomes, mammalian mitochondrial ribosomes present a more elaborate protein shell, which aids coping with the oxidative microenvironment. Almost half of these MRPs are evolutionarily exclusive to mitochondrial ribosomes, some of which were repurposed and accreted during reductive genome evolution^4,5^. In addition, several mitochondrial ribosomal proteins that share homology to other translation systems present mitochondria-specific extensions, structurally compensating truncated rRNA segments^4–7^. The peptide exit tunnel is lined with hydrophobic residues, which stabilise the highly hydrophobic nascent mitochondrial peptides^4^. Furthermore, instead of 5S rRNA, structurally similar mtDNA-encoded tRNAs occupy an equivalent region in the central protuberance of the mtLSU. Depending on the organism and availability, mt-tRNA^Val^ or mt-tRNA^Phe^ are incorporated, most likely due to their genomic proximity to mt-rRNA genes and consequent near stoichiometric presence of their transcripts^4,8^.

As other RNA classes, mt-rRNAs contain modified ribonucleotides which are post-transcriptionally introduced by a set of enzymes. Unlike the bacterial and eukaryotic cytoplasmic counterparts which rRNAs carry tens of post-transcriptional modifications, there are only 10 modified residues in mammalian mt-rRNAs, all clustering in functionally relevant regions of the mitoribosome, including the A- and P-loops of the peptidyl transferase centre (PTC) in the 16S mt-rRNA, or the decoding centre in the 12S mt-rRNA^9^. Methylation of the 2′-hydroxyl group of ribonucleotides (2′-*O*-methylation) has been detected in G2815, U3039 and G3040 of 16S mt-rRNA (human mtDNA numbering) and the involved enzymes identified as MRM1, MRM2 and MRM3, respectively^10–12^. However, the role of the modifications and the enzymes introducing them has remained elusive and lacking molecular and mechanistic insight. Furthermore, mutations in *MRM2* have been implicated in human pathogenesis, in an ever-growing group of patients affected by mitochondrial diseases, for which pathogenesis mechanisms are not yet completely understood with molecular detail^13^.

With this, we set out to investigate the role of MRM2 in the biogenesis and function of human mitochondrial ribosomes. We show that MRM2, but not its methyltransferase activity, is essential for mtLSU biogenesis, as it remodels the conformation of 16S rRNA in the late stages of this process. In the absence of MRM2, a severe mitochondrial dysfunction phenotype with underlying defects in mitochondrial translation is observed, with the mtLSU being trapped in immature assembly states where domains IV and V of 16S mt-rRNA are unstructured, and an anti-association module is present, preventing premature engagement of these immature particles in translation. Finally, using a *Drosophila melanogaster* model, we show that MRM2 is essential for the development and homeostasis of neuronal and muscular tissues, often affected in mitochondrial diseases.

## Results

### 2′-*O*-Methylation in the human mitochondrial transcriptome

To investigate the presence of nucleotides with 2′-*O*-methylated riboses in mitochondrial RNAs, we performed a transcriptome-wide profiling in cells lacking three known 2′-*O*-methlyltransferases, MRM1, MRM2 and MRM3^10–12^ (Fig. 1 and Supplementary Fig. 1). To this end, we used a combination of two high throughput sequencing-based methods. 

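RNA was profiled in HEK293T Flp-In T-REx cells, a human embryonic kidney cell line that carries a site for inserting transgenes, and in knock-out lines of the same background lacking MRM1, MRM2 or MRM3, 4 lines in all. By the paper's methods, the MRM2 knock-out cells made there were kept in medium with more serum and added uridine. Its supplement lists the MRM1 and MRM3 knock-out lines as provided by other people. The medium of the plates profiled here is not stated for each line. Differences between lines may thus also reflect origin or medium, which were not tested. Each line was represented by 3 biological replicates, which were separate culture plates, so the p-values measure the spread between plates of a line. RNA of the mitochondria-enriched fraction was broken by heating at alkaline pH and ligated to an adaptor. The ligated RNA of each replicate was then divided and reverse transcribed at either 2 μM or 500 μM dNTPs, which gives 24 libraries.
The authors aligned the paired reads to the mitochondrial chromosome of GRCh38 and counted, at each of the 15416 positions of 37 mitochondrial transcripts, the reads that cover it and the reads that begin and finish there. The deposited table holds these counts, the cleavage protection score of each 500 μM library, the RT-stop ratio of each library, and the p-values of the authors' comparisons. The coverage at all 15416 positions of every library follows from the end counts only if the column headed as read ends holds the 5′ ends of the fragments in the direction of the transcript. With the columns taken the other way it follows at no more than 2216 positions of any library. The first reading is used here. With it, all 36703 deposited cleavage protection scores and all 369096 deposited RT-stop ratios were recovered from the counts to within 1e-12.
In the 500 μM libraries the parental line had 604562 to 807322 reads (median 613013), the MRM1 knock-out 250693 to 491233 (median 409505), the MRM2 knock-out 162673 to 194073 (median 191831) and the MRM3 knock-out 230032 to 485846 (median 256414). In the 2 μM libraries the parental line had 2215368 to 4048537 reads (median 2498976), the MRM1 knock-out 562821 to 2027539 (median 1759431), the MRM2 knock-out 483960 to 932163 (median 831107) and the MRM3 knock-out 765424 to 2197279 (median 854675). The knock-out libraries were thus shallower than the parental ones, and the MRM2 knock-out the shallowest. The mean length of the sequenced fragments at 500 μM was 129 ± 9.42 nucleotides (SD, n = 3) in parental cells and 137 ± 3.70, 139 ± 3.61 and 133 ± 10.3 nucleotides (SD, n = 3) without MRM1, MRM2 and MRM3. In the mt-rRNAs alone it was 137 ± 10.9 nucleotides in parental cells and 148 ± 6.36, 155 ± 2.41 and 142 ± 12.9 nucleotides without MRM1, MRM2 and MRM3 (SD, n = 3). There the MRM2 knock-out libraries lay above all parental ones, and the other 2 knock-outs overlapped with them.
In 18 of the 24 samples, the genotype field of the public labels names another line than the sample's title. The lines were taken from the titles, which the headings of the deposited table follow. The genes MRM1, MRM2 and MRM3 are nuclear, and reads were aligned to the mitochondrial chromosome alone, so the loss of their transcripts cannot be checked in these libraries.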

First, an adaptation of RiboMeth-Seq^14,15^, which relies on the property of 2′-*O*-methylated riboses to resist alkaline hydrolysis; thus, these modified residues exhibit high ‘cleavage protection’ scores compared to non-methylated sites. 

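The cleavage protection score was computed by the authors from the 3′ ends of the reads in the 500 μM libraries. It compares the ends at a position with those at the 6 positions on either side. A score near 1 means that almost no fragment ends there, and negative values were set to 0. A position was scored only where the median of the 12 flanking positions was at least 15 reads. This left 2196 positions with a score in all 12 libraries, of which 1 lay outside the 12S and 16S mt-rRNAs, so that the method reads ribosomal RNA almost alone at this depth. Positions were tested where at least 3 of the 12 libraries had a score above 0. These were 641 positions, 247 in the 12S mt-rRNA (MT-RNR1) and 393 in the 16S mt-rRNA (MT-RNR2). Knock-out and parental scores were compared by limma with Benjamini-Hochberg adjustment over the 641 positions.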

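The RT-stop ratio of a position is the number of reads whose 5′ end lies 1 nucleotide downstream divided by the coverage there, with 1 added to both counts. Such reads are called stops here. The RNA was broken before reverse transcription, so a 5′ end can also be that of a broken fragment, which the counts do not tell apart. The RT-stop score is this ratio at 2 μM dNTPs divided by that at 500 μM dNTPs from the same ligated RNA. Positions were tested where the coverage was at least 50 reads in all 24 libraries. These were 11971 positions, or 77.7% of the transcriptome positions in the table, with 953 in the 12S mt-rRNA, 1536 in the 16S mt-rRNA, 8437 in mRNAs and 1045 in tRNAs. Scores were compared on the log2 scale with limma and adjusted over these positions. Over all of them the score of the knock-out lines lay above that of parental cells by a median log2 difference of 0.09 without MRM1, 0.29 without MRM2 and 0.10 without MRM3.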

Second, a variation of 2OMe-Seq^16^, which exploits the reverse transcription (RT) stops elicited by the 2′-*O*-methylation when using limiting concentrations of deoxyribonucleotide triphosphates (dNTPs); in this method, a higher ratio of RT-stop in low- versus high-dNTP conditions correlates with a higher level of methylation. By combining these two methods, the presence of the three known 2′-*O*-methylated sites in the 16S mt-rRNA was confirmed (Fig. 1a). 

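In parental cells, few fragments ended at the 3 known sites. The reads with their 3′ end at G2815, U3039 and G3040 came to 20.5 ± 6.72%, 35.4 ± 6.25% and 6.88 ± 2.43% of the mean of the flanking positions (SD, n = 3). The cleavage protection score was 0.543 ± 0.112 at G2815, 0.330 ± 0.0637 at U3039 and 0.822 ± 0.0574 at G3040 (SD, n = 3).
At the same 3 nucleotides, a larger share of reads was counted as stops at 2 μM than at 500 μM dNTPs. At G2815, 5.90 ± 1.36% of the reads stopped at 2 μM dNTPs and 0.139 ± 0.0366% at 500 μM (SD, n = 3). At G3040 the shares were 17.6 ± 4.40% and 0.243 ± 0.0122%, and at U3039 they were 2.45 ± 0.570% and 0.424 ± 0.0504%. The coverage behind these shares was 3487 to 42380 reads at 2 μM and 25475 to 70500 reads at 500 μM. The RT-stop score was 43.5 ± 11.6 at G2815, 72.5 ± 18.9 at G3040 and 5.94 ± 2.17 at U3039 (SD, n = 3), so U3039 had the lowest value of the 3 sites by either method. By RT-stop score U3039 ranked 509 among 3560 positions compared in parental cells, so this score alone does not set it apart.
The sites lie in MT-RNR2, the gene of the 16S mt-rRNA, on the mitochondrial chromosome of GRCh38, at nucleotides 1145, 1369 and 1370 of the transcript. The RNA sequence from 2805 to 2825 around G2815 is AUUUCGGUUGGGGCGACCUCG, and that from 3029 to 3049 around U3039 is AAGGUUCGUUUGUUCAACGAU.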

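Without MRM1, the protection of G2815 was lost. The 3′ ends at G2815 came to 113 ± 9.47% of the flanking mean (SD, n = 3) in the MRM1 knock-out, and the cleavage protection score was 0 in all 3 replicates. The score fell by 0.543 (standard error 0.0783, 95% confidence interval 0.377 to 0.708, adjusted p = 0.00181 from limma). The RT-stop score at G2815 was 0.788 ± 0.301 (SD, n = 3), a log2 change of -5.82 (standard error 0.35, adjusted p = 6.89e-06 from limma). At 2 μM dNTPs, 0.491 ± 0.166% of the reads stopped there (SD, n = 3). The 3 replicates without MRM1 lay below the other 9 in both scores (exact permutation test, two-sided, p = 0.00455, the smallest that 3 against 9 allow).
The other 2 sites did not pass either test without MRM1. U3039 kept 77.4 ± 7.34% and G3040 103 ± 4.43% of the parental cleavage protection score (SD, n = 3). In the 2 μM libraries U3039 kept 26.2 ± 25.9% of the parental score in those libraries (SD, n = 3; adjusted p = 0.190 from limma, and 0.190 to 1 over the settings tried), so a partial fall at U3039 without MRM1 is not excluded. The RT-stop scores at U3039 and G3040 were 74.6 ± 10.6% and 80.4 ± 25.9% of the parental mean (SD, n = 3). G2815 was the 1 position past the threshold among all positions tested by either score. An edgeR test on the counts called G2815 as well, with 2 further positions of the 12S mt-rRNA, A1321 and G1336, where protection was higher without MRM1. In the same tool, 22 positions passed for the RT-stop counts, 13 of them higher and 9 lower. G2815 did not pass in cleavage protection when all libraries were thinned to the depth of the shallowest, a setting chosen after seeing the data (adjusted p = 0.102 from limma), nor in RT-stop score without the log2 scale (adjusted p = 0.386 from limma).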

Our data also show that MRM1 is responsible for catalysing the ribose methylation of G2815, which is the only position affected by its ablation. Similarly, modification of G3040 is only affected in the absence of MRM3. However, knocking-out either *MRM2* or *MRM3* impacted on the presence of Um3039. 

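Both measures fell at G3040 without MRM3. The cleavage protection score was 0.0817 ± 0.0749 (SD, n = 3) in the MRM3 knock-out, 9.95 ± 9.12% of the parental mean. This is a difference of -0.740 (standard error 0.0509, adjusted p = 4.78e-08 from limma). The ends at G3040 came to 68.9 ± 11.6% of the flanking mean (SD, n = 3), so that G3040 was cleaved somewhat less than its neighbours. The RT-stop score was 2.78 ± 0.798 (SD, n = 3), a log2 change of -4.71 (standard error 0.37, adjusted p = 1.68e-04 from limma). The share of reads that stopped at 2 μM dNTPs was 1.66 ± 0.463% (SD, n = 3).
In cells without MRM1 or MRM2, the RT-stop score at G3040 was 58.3 ± 18.8 and 84.9 ± 18.6 (SD, n = 3), with log2 differences from parental cells of -0.33 (95% confidence interval -1.13 to 0.48) and 0.24 (95% confidence interval -0.57 to 1.05). The scores of the 3 replicates without MRM3 lay below those of the other 9 by both methods (exact permutation test, two-sided, p = 0.00455). On the linear scale, where the spread of the score grows with its size, the RT-stop change at G3040 did not pass (adjusted p = 0.439 from limma).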

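U3039 lost its protection in 2 of the 3 knock-out lines. The 3′ ends at this position came to 39.5 ± 2.59% of the flanking mean (SD, n = 3) without MRM1, but to 156 ± 9.30% without MRM2 and 99.9 ± 10.1% without MRM3 (SD, n = 3). The cleavage protection score was 0 in all 6 replicates of the MRM2 and MRM3 knock-outs, a fall of 0.330 (standard error 0.0549, adjusted p = 0.0102 without MRM2 and 0.00511 without MRM3, both from limma).
The RT-stop score was 1.35 ± 0.359 without MRM2 and 1.09 ± 0.272 without MRM3 (SD, n = 3). The log2 changes of -2.11 (standard error 0.40) and -2.41 (standard error 0.40) did not pass limma's test over all positions, with adjusted p = 0.104 and 0.155, but passed when adjusted over the list alone, that is over the 3 known sites (4.45e-04 and 6.32e-05). All 6 replicates lay below the 6 of the other lines in both scores (exact permutation test, two-sided, p = 0.00216, the smallest that 6 against 6 allow). This grouping was taken from the paper, which placed MRM3 there from these same libraries, and it joins plates of 2 lines. Each line alone against parental cells had p = 0.1 in the exact permutation test, the smallest that 3 against 3 allow. The lower RT-stop score went with larger shares of reads counted as stops at 500 μM, 1.49 ± 0.0113% without MRM2 and 1.18 ± 0.187% without MRM3 (SD, n = 3). More 5′ ends there can also come from more cleavage at U3039. The fall in RT-stop score is therefore not evidence independent of cleavage protection. At 2 μM the shares were 2.01 ± 0.534% and 1.27 ± 0.292% (SD, n = 3), and their log2 changes of -0.29 and -0.94 did not pass (adjusted p = 0.588 and 0.455 from limma).
U3039 was the 1 position with lower cleavage protection in both knock-outs. Lists that were independent would share 0.00312 positions, and lists from simulated unchanged lines against the same parental libraries shared 0.02 on average. Part of the excess may come from the shared parental libraries.

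**Figure D1:**
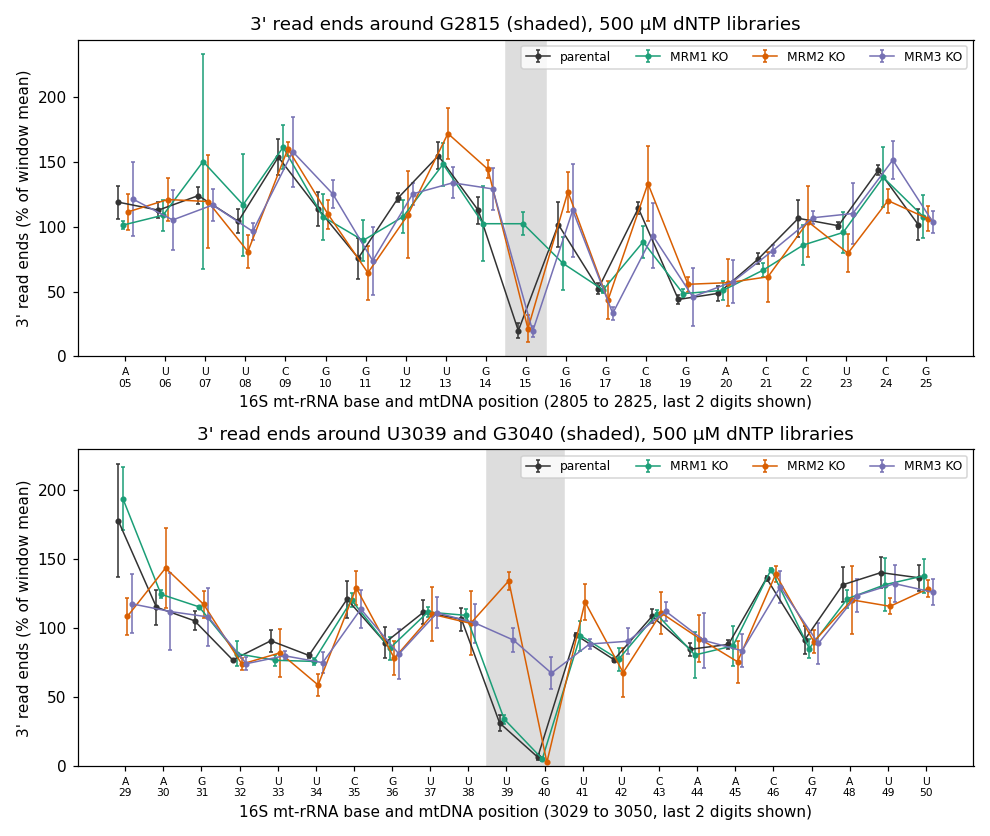
Reads with their 3′ end at each nucleotide of the 16S mt-rRNA around G2815 (upper panel) and around U3039 and G3040 (lower panel), in percent of the mean of the positions shown, in the 500 μM dNTP libraries. Points are means and bars SDs of the 3 replicates of each line, and the known sites are shaded; at U3039 the mean lies at 31.2% in parental cells, 134% without MRM2 and 91.3% without MRM3.

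The call at U3039 in cleavage protection was lost without MRM2 when parental replicate 1 or 3 or MRM2 knock-out replicate 2 or 3 was left out (adjusted p = 0.119, 0.0906, 0.0596 and 0.0609 from limma), and without MRM3 when parental replicate 1 was (adjusted p = 0.0593 from limma). It was also lost in both knock-outs with all libraries thinned to the same depth, a setting chosen after seeing the data (adjusted p = 0.378 without MRM2 and 0.189 without MRM3), and in the 2 μM libraries (adjusted p = 0.0901 and 0.140), and without MRM2 with the 6 libraries of the comparison alone (adjusted p = 0.0998, all from limma). An edgeR test on the stop counts called U3039 in both knock-outs (adjusted p = 2.16e-09 and 6.38e-15). Nearby positions were called lower as well. Without MRM3, U3038, U3041 and C3043 had log2 changes of -2.26, -2.33 and -2.49, against -2.40 at U3039. Without MRM2, U3038 had -1.77, against -2.17 at U3039. The fall in this test was thus not confined to U3039.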

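In cells without MRM2, the cleavage protection score at G2815 was 0.490 ± 0.103 (SD, n = 3), 90.2 ± 18.9% of the parental mean. Its difference from parental cells of -0.0530 had a 95% confidence interval of -0.219 to 0.113 (adjusted p = 0.890 from limma), so a fall of up to 0.219 is not excluded. The ends at G2815 came to 20.6 ± 9.99% of the flanking mean (SD, n = 3), from 3 to 13 reads per library. The RT-stop score was 56.5 ± 8.13 (SD, n = 3), a log2 difference of 0.40 (95% confidence interval -0.37 to 1.16, adjusted p = 0.621 from limma).
At U3039, the log2 RT-stop score of the MRM3 knock-out minus that of the MRM2 knock-out was -0.30 (95% confidence interval -1.16 to 0.56, adjusted p = 0.823 from limma), which leaves open whether the lines differ in this score. The cleavage protection score cannot compare them, since negative values are set to 0 in both. Before this truncation it was -0.456 ± 0.0386 without MRM2 and -0.106 ± 0.0479 without MRM3 (SD, n = 3), with no overlap of replicates. As a share of the parental mean, the RT-stop score at U3039 was 18.4 ± 4.58% without MRM3 and 22.7 ± 6.04% without MRM2 (SD, n = 3). The protein levels of MRM1 and MRM2 are not analysed here.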

While we observed a slight reduction of MRM1 and MRM2 protein steady-state levels in *MRM2* and *MRM3* knock-out cells, respectively (Supplementary Fig. 1), we note that (i) no reduction in the modification status of MRM1 target (G2815) is detected upon *MRM2* knock-out and (ii) the very strong reduction in modification of the MRM2 target (U3039) in *MRM3* knock-out cells is unlikely to be attributable to a modest downregulation of MRM2. This, however, suggests that U3039 methylation by MRM2 depends on prior modification of G3040 by MRM3. 

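A fall at G3040 without MRM2 was not seen. The paper's abstract calls the marks set by MRM2 and MRM3 interdependent, while its results state that G3040 is affected only without MRM3. Without MRM2, where U3039 had lost its protection, G3040 had a cleavage protection score of 0.913 ± 0.0145 (SD, n = 3) and a difference from parental cells of 0.0912 (95% confidence interval -0.0164 to 0.199, adjusted p = 0.661 from limma). Only 2 to 3 reads per library ended at G3040, which is 2.68 ± 0.260% of the flanking mean (SD, n = 3). At 2 μM dNTPs, 25.0 ± 5.93% of the reads stopped there (SD, n = 3). The cleavage protection score at G3040 was lower without MRM3 than without MRM2 by a tested difference of -0.831 (standard error 0.0509, adjusted p = 7.88e-09 from limma), and the log2 RT-stop score by -4.94 (standard error 0.37, adjusted p = 9.32e-05 from limma).
The paper reasons that the fall of MRM2 protein without MRM3 was modest, while the loss of the mark at U3039 was very strong. From this it proposes that the methylation of U3039 depends on that of G3040 coming first. Elsewhere the paper gives RNA mass spectrometry of these residues. In control cells it found G3040 methylated with or without the mark at U3039, and no form without the mark of MRM3. In MRM2 knock-out cells it found U3039 only unmethylated. Those measurements are not analysed here.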

No additional MRM1-, MRM2- or MRM3-dependent 2′-*O*-methylation sites were detected across the mitochondrial transcriptome using these methods (Fig. 1b).

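Across the mitochondrial transcriptome, the positions that passed in limma were the known sites. In cleavage protection, U3039 passed without MRM2, and U3039 and G3040 without MRM3; no position was higher in limma, where 20, 48 and 25 positions had an unadjusted p under 0.05 without MRM1, MRM2 and MRM3 (32.1 are expected by chance). In RT-stop score, G3040 passed without MRM3 and no position passed without MRM2 in limma, where the smallest adjusted p was 0.0782 and 1793 positions had an unadjusted p under 0.05 against 598.6 expected by chance. Of these 1793, 1422 had a higher score and 371 a lower one, and a lost mark lowers the score.
An edgeR test on the stop counts called more positions, 123 without MRM2 and 22 without MRM3. Without MRM2, 107 of these had a higher RT-stop score and 16 a lower one. Without MRM3, 14 were higher and 8 lower, and 14 of the 22 lay within 50 nucleotides of G3040, a distance chosen after seeing the data, against 5 of the 123 without MRM2. In cleavage protection, edgeR on the end counts called 6 positions without MRM2, 3 of them lower (C963 of the 12S mt-rRNA, and G2943 and U3039 of the 16S mt-rRNA), and U3039 and G3040 without MRM3. Positions with a lower value by both methods in edgeR were U3039 without MRM2, and U3039 and G3040 without MRM3. The 2 methods share the 500 μM libraries, so they are not independent. At U3039 the lower RT-stop score went with more reads counted as stops in those libraries, which cleavage can also give, while the change at 2 μM did not pass.
Among 7 other modified residues of the mt-rRNAs, which carry base modifications and were listed before the data were examined, 3 were tested in cleavage protection and 7 in RT-stop score. None passed over all positions in limma in any knock-out. Adjusted over the list alone, 0, 1 and 2 passed in cleavage protection and 0, 1 and 1 in RT-stop score without MRM1, MRM2 and MRM3, where an unadjusted p was under 0.05 for 0, 1 and 2 and for 1, 2 and 2 of them. The largest change was at the dimethylated A1583 of the 12S mt-rRNA, whose RT-stop score was higher without MRM2 by 2.26 on the log2 scale (adjusted p = 0.00126 from limma, adjusted over the list alone). In edgeR on the stop counts, A2617 without MRM1, A1583, A1584 and A2617 without MRM2, and C1486 without MRM3 passed over all positions. Position 9 of the 22 mt-tRNAs is A or G in 19 of them, where a base methylation can stop reverse transcription, and C or U in 3. Of the 22 nucleotides 7 were tested, 6 of them A or G, and 0 passed in RT-stop score in limma, over all positions or adjusted over the list alone, with 1, 1 and 0 at an unadjusted p under 0.05 and 0 in edgeR. The 1 without MRM1 and without MRM2 was U12215 of MT-TS2, where 0.578% of the parental reads stopped at 500 μM, so none of the 6 A or G had an unadjusted p under 0.05. In the stop ratio at 500 μM, 1 (A12146 of MT-TH) passed without MRM3 when adjusted over the list alone and 0 over all positions.
Simulated data with known changes show what could have been found. With protection removed in simulated counts of the MRM1 comparison, 10 of 10 positions with a parental score of at least 0.5 and 5 of 6 with a lower one were called by limma. For the RT-stop score, positions were drawn from those where over 1% of parental reads stop at 2 μM. Of these, limma called 31% with a 4-fold loss and 68% with a 16-fold loss, and edgeR called 34% and 66%. In a further simulation, added after seeing the data, of positions where over 1% of parental reads stop at 2 μM, limma called 55%, 50% and 66% of those in the mt-rRNAs with a 4-fold loss without MRM1, MRM2 and MRM3, and 28%, 30% and 28% of those outside (edgeR 89%, 91% and 94%, and 35%, 19% and 34%). Outside the mt-rRNAs, where cleavage protection could hardly be scored, simulated sites of this kind with a 4-fold loss of stops were thus mostly missed by either tool. Those with a 16-fold loss were mostly found (limma 73%, 69% and 77%, edgeR 64%, 52% and 79%). Positions with fewer stops were not simulated, and the median dispersion of the positions served for all of them, so these shares do not extend to every site.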

**Fig. 1:**
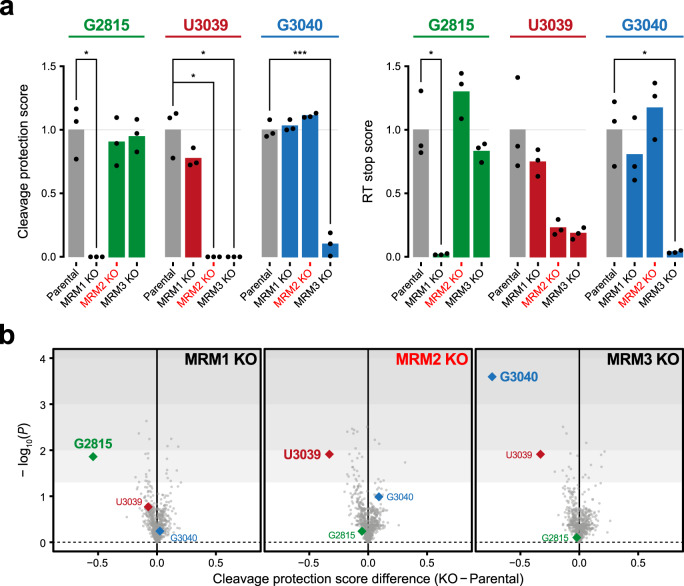
The human mitochondrial transcriptome contains three 2′-*O*-methylated residues, modified by MRM1, MRM2 and MRM3. **a** Determination of ribose methylation levels of known targets of MRM1 (G2815), MRM2 (U3039) and MRM3 (G3040). Experimental values and mean are shown. Statistical significance was assessed using two-tailed Student’s *t* test (∗: *P* ≤ 0.05; ∗∗: *P* ≤ 0.01; ∗∗∗: *P* ≤ 0.001; Cleavage protection score: G2815 Parental vs *MRM1* KO *P* = 0.0138, G3039 Parental vs *MRM2* KO *P* = 0.0122, G3039 Parental vs *MRM3* KO *P* = 0.0122, G3040 Parental vs *MRM3* KO *P* = 0.0003; RT stop score: G2815 Parental vs *MRM1* KO *P* = 0.0236, G3040 Parental vs *MRM3* KO *P* = 0.0235). **b** Mitochondrial transcriptome-wide evaluation of 2′-*O*-methylation in cells devoid of MRM1, MRM2 or MRM3 (*n* = 3 for each cell line). *P* values were determined by two-tailed Student’s *t* test. Source data are provided as a Source Data file.

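In parental cells, 6 positions besides the 3 known sites had values as high by both methods, and none of them was called lower in a knock-out, by limma or by edgeR. A position was counted when its mean cleavage protection score and its mean RT-stop score both reached the lowest of the known sites. Of 3560 positions that could be compared, 27 reached the first limit, 509 the second and 9 both. The 9 were the 3 known sites and 6 other positions, N3107, A3111, A3112, U3197 and A3198 of the 16S mt-rRNA and A1439 of the 12S mt-rRNA. N3107 is a placeholder in the reference sequence, kept for the numbering. None of the 6 passed for either score in limma in any knock-out. Their differences from parental cells in cleavage protection score ranged from -0.148 (A1439 without MRM2) to 0.0200 (U3197 without MRM1). In edgeR on the stop counts, U3197 and A3198 had a higher RT-stop score without MRM2 (log2 changes of 2.13 and 2.33, adjusted p = 2.47e-05 and 0.00393), and none of the 6 passed as lower. The highest RT-stop score of the 6 was 182, at A3198, whose cleavage protection score was 0.959. Ranked by cleavage protection, G3040, G2815 and U3039 took places 19, 24 and 27 of the positions compared. Ranked by RT-stop score, they took places 25, 56 and 509.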

### Ablation of MRM2 impairs mitochondrial respiration

Given the association of MRM2 in human mitochondrial pathology^13^, we focused on understanding its role in mitochondrial function. We first evaluated the functional status of mitochondria in *MRM2* knock-out cells by supplying cells with glucose or galactose as their main carbon source^17^. When cultured in high glucose medium, these cells proliferated at a slower rate, and failed to survive in galactose medium, consistent with a profound and generalised mitochondrial dysfunction (Fig. 2a). This was corroborated by constitutively high extracellular acidification rate (ECAR, indicative of anaerobic respiration), which was insensitive to inhibition of mitochondrial respiration or uncoupling, and nominal oxygen consumption rate (OCR) (Fig. 2b). The detected impairment of cellular respiration was characterised in more detail by assessing the activity of mitochondrial respiratory chain (MRC) complexes (Fig. 2c). While the activity of complex II, the subunits of which are encoded exclusively in the nuclear genome, was not decreased upon depletion of MRM2, that of complexes I and III, which contain mtDNA-encoded core subunits, were significantly decreased (<30% relative to control). Enzymatic activity of complex IV was below detection level and thus it was not possible to accurately determine its value spectrophotometrically. Separation of cellular components in native conditions coupled to in-gel detection of cytochrome c oxidase activity showed that this enzymatic deficiency is due to the virtual absence of assembled complex IV (Supplementary Fig. 2a). In agreement with this, quantitative analysis of the mitochondrial proteome further revealed a reduction in the steady-state levels of MRC components (Fig. 3a), with the protein presenting the most severe observable down-regulation being MT-CO2, one of the mtDNA-encoded core subunits of complex IV. Taken together, these data show that MRM2 is indispensable for mitochondrial respiratory function in human cells.

**Fig. 2:**
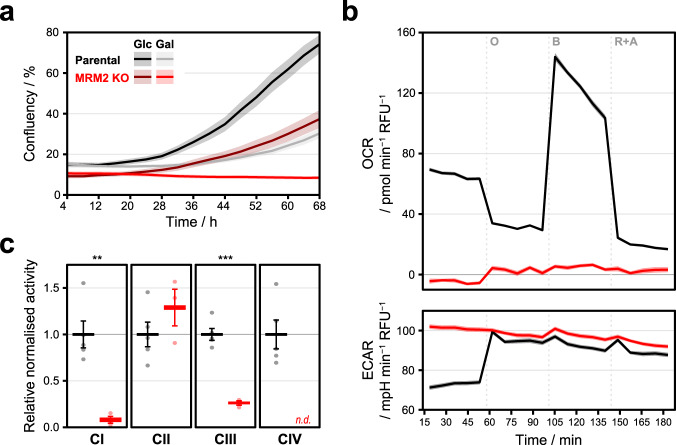
Ablation of MRM2 leads to a severe impairment of cellular respiration and dysfunction of MRC complexes. **a** Cell proliferation in glucose (Glc) or galactose (Gal) media. Data are presented as mean ± SD (*n* = 8, independent measurements). **b** Oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) measurements in the presence of mitochondrial respiration inhibitors (O: oligomycin; B: BAM15; R + A: rotenone and antimycin A). Data are presented as mean ± SD (*n* = 22 for parental, *n* = 23 for *MRM2* knock-out, independent measurements). **c** Spectrophotometric determination of the activity of MRC complexes (CI: complex I, NADH:ubiquinone oxidoreductase; CII: complex II, succinate:ubiquinone oxidoreductase; CIII: complex III, ubiquinol:cytochrome *c* oxidoreductase; CIV: complex IV, cytochrome *c* oxidase). n.d.: no data. Experimental values and mean ± SD are shown. Statistical significance was assessed using two-tailed Student’s *t* test (∗∗: *P* ≤ 0.01; ∗∗∗: *P* ≤ 0.001; CI Parental vs MRM2 KO *P* = 0.0023, CIII Parental vs *MRM2* KO *P* = 0.0001). Data from parental and *MRM2* knock-out (KO) cell lines are represented in black and red, respectively. Source data are provided as a Source Data file.

**Fig. 3:**
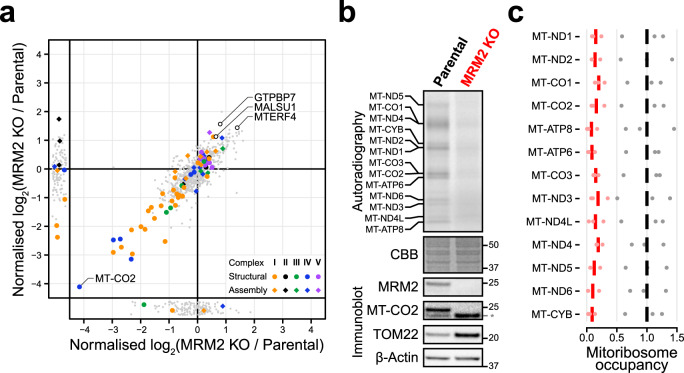
OxPhos complexes are structurally compromised in the absence of MRM2 due to impaired mitochondrial translation. **a** Quantitative mass spectrometric analysis of the mitochondrial proteome of *MRM2* knock-out and parental control cells. Datapoints corresponding to structural components (circles) or assembly factors (diamonds) of OxPhos complexes, and other proteins of interest are highlighted. **b** Metabolic labelling of *de novo* translated mitochondrial proteins (top, quantification in Supplementary Fig. 2a, b) and immunoblotting assessment of steady-state levels of mitochondrial proteins (bottom). Molecular weights of protein standards are presented in kDa to the right of each blot; an asterisk marks a band generated in a previous blot for TOM22. Coomassie brilliant blue (CBB) staining is shown as a loading indicator. This experiment was replicated three times with similar results. **c** Occupancy of mitochondrial transcripts by mitochondrial ribosomes. Experimental values and mean are shown. Data from parental and *MRM2* knock-out (KO) cell lines are represented in black and red, respectively. Source data are provided as a Source Data file.

### MRM2 is essential for mitochondrial translation

The involvement of MRM2 in 16S mt-rRNA U3039 2′-*O*-methylation led us to hypothesise that the observed generalised oxidative phosphorylation (OxPhos) defects stem from the perturbation of mitochondrial ribosome-related mechanisms. To test this, the synthesis of mtDNA-encoded proteins was assessed by metabolic labelling of nascent peptides in *MRM2* knock-out and parental cells (Fig. 3b and Supplementary Fig. 2b). The near absence of *de novo* synthesised mitochondrial proteins observed upon MRM2 depletion revealed a considerable dysfunction of mitochondrial translation. The degree to which each mtDNA-encoded protein was affected did not depend on its length (Supplementary Fig. 2c), suggesting that this perturbation is not related to translation elongation^18^. Interestingly, we observed a strong upregulation of steady-state levels of TOM22 in *MRM2* knock-out cells (Fig. 3c), consistent with an increase in mitochondrial mass in this sample, with the latter being supported by staining with a dye (MitoTracker Green) which accumulates in mitochondria irrespective of mitochondrial membrane potential (Supplementary Fig. 2d, e). The increase in mitochondrial mass could represent a compensatory effect resulting from strong inhibition of mitochondrial translation^19^.

In order to determine which translation step is affected by the ablation of MRM2, the position of mitochondrial ribosomes along transcripts was determined using high-throughput mitochondrial ribosome footprinting—mitoRibo-Seq^18^. Consistent with the previous findings, the quantity of ribosomes engaged in translation was considerably reduced in the absence of MRM2, where the average mitoribosome occupancy on mt-mRNAs was 13.9% ± 7.6% (minimum: 1.6%, median: 12.0%, maximum: 35.5%) of that observed in parental samples (Fig. 3c and Supplementary Fig. 3). No bias in the occupancy of mitoribosomes towards the 5′ or 3′ regions of the coding sequences was observed. Moreover, the pattern of ribosome occupancy along the body of mt-mRNAs was similar between *MRM2* knock-out and parental samples, with no codon-specific stalling. The metabolic labelling and mitoRibo-Seq experiments show that a profound impairment of mitochondrial translation underlies the mitochondrial dysfunction phenotype, possibly by perturbing the biogenesis of the mitochondrial ribosome.

### MRM2 is involved in the late stages of mtLSU assembly

To investigate the mechanistic basis for the defect in mitochondrial translation, the composition of mitochondrial ribosomes was assessed using quantitative density gradient analysis by mass spectrometry – qDGMS^20^. While no shifts in the sedimentation profile of mitoribosomal components were observed, proteins of the mtLSU were enriched upon MRM2 depletion (Fig. 4, Supplementary Fig. 4 and Supplementary Data 2), indicating the accumulation of mature or near-mature forms of this subunit. Given the functional impairment of apparently structurally sound mtLSU particles, these were isolated from *MRM2* knock-out cells and their structure determined to 2.58 Å (Supplementary Fig. 5) using cryo-electron microscopy (cryoEM) single particle analysis. Owing to the preferential orientation of particles in the specimen, non-tilted and tilted datasets were acquired (Supplementary Table 1). Compared to the mature mtLSU^4,6^, a large portion of density corresponding to interfacial rRNA is not observed in the consensus map owing to conformational heterogeneity of these elements (Fig. 5a). This region comprises helices H67-71 (domain IV) and H89-93 (domain V) of the 16S mt-rRNA, encompassing the peptidyl transferase centre (PTC). Additionally, this mtLSU intermediate contains density proximal to uL14m and bL19m corresponding to the MALSU1:L0R8F8:mtACP anti-association module (Fig. 5a and Supplementary Fig. 5). The presence of this module is indicative of particles that are not engaged in translation, as either biogenesis^21^ or recycling^22^ intermediates. Since the levels of the recycling factor MTRES1 (C6orf203) in fractions enriched in mtLSU particles from MRM2-depleted mitochondria were comparable to those observed in control cells (Supplementary Fig. 6), we interpreted the accumulated mtLSU species as biogenesis intermediates rather than products of defective, damaged or recycling ribosomes.

**Fig. 4:**
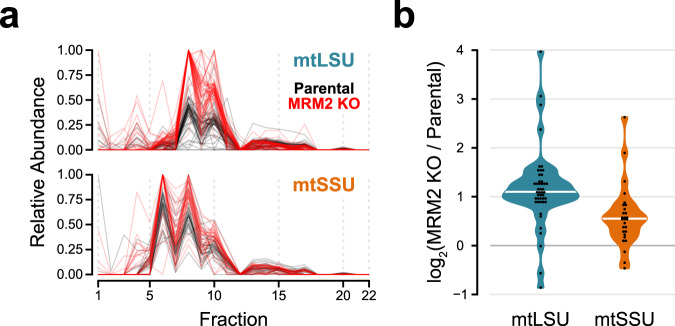
mtLSU accumulates as mature-like particles in the absence of MRM2. **a** Quantitative gradient fractionation analysis by mass spectrometry (qDGMS) profile of mitoribosomal proteins. A heatmap of individual profiles is shown in Supplementary Fig. 4 and extended data is available in Supplementary Data 2. **b** Assessment of the enrichment of mitoribosomal proteins by subunit. The average from two reciprocal labelling experiments is presented. White horizontal bars represent the median of each distribution. Source data are provided as a Source Data file.

**Fig. 5:**
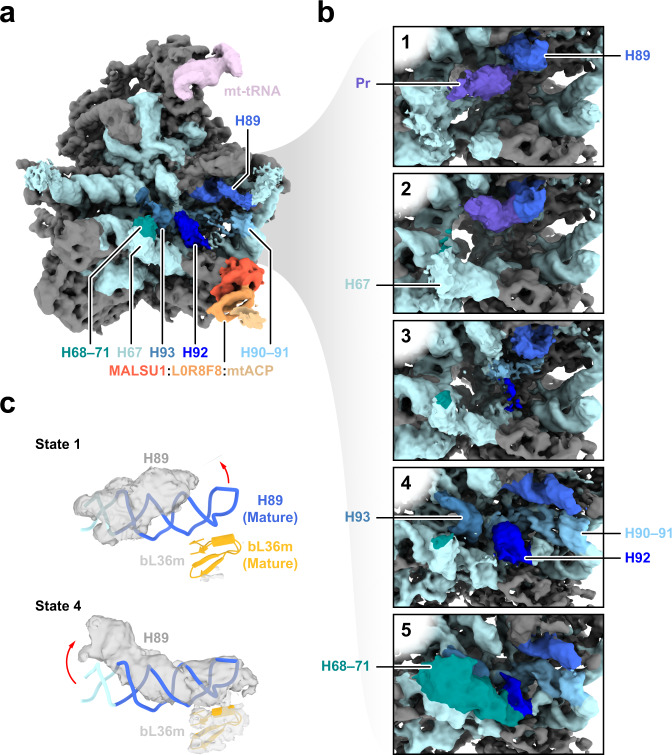
Structure of mtLSU assembly intermediates isolated in the absence of MRM2. **a** Consensus map of the mtLSU intermediate viewed from the intersubunit interface. Relevant features are coloured. MRPs are represented in grey and 16S mt-rRNA in light blue. **b** Clarification of structural heterogeneity of the intersubunit interface by focused classification after masked signal subtraction. States/classes are numbered 1 to 5, corresponding to steps along a putative assembly pathway. Pr: protrusion. Models of relevant regions of states 1 and 4 are presented in Supplementary Fig. 8a. **c** Comparison between the conformation of H89 in state 1 (surface), state 4 (surface), and the mature mtLSU (ribbon). Rotation of the apex (state 1) and shift in the base (state 4) of H89 are represented by red arrows. Density corresponding to bL36m in each state is shown as surface. The conformation of H89 and density of bL36m in states 2 and 3 are similar to that modelled in state 1, and those in state 5 are represented by state 4. Density of bL36m is presented for states 1–5 in Supplementary Fig. 8b.

Focused classification of the intersubunit interface of these particles showed that this region is highly heterogeneous, with at least five distinct configurations present in the ensemble (Fig. 5b and Supplementary Fig. 7). The most incomplete interface is present in state 1, where H67-71 (domain IV), the apex of H89 (domain V), and H90-93 (domain IV) are not observed. The base of H67 appears in state 2 as a highly disordered region at the base of the intersubunit interface. Furthermore, these two states present density protruding from the PTC, near the base of H89. In state 3, H92 (which contains the target of MRM2 – U3039) becomes slightly stabilised in a near-mature conformation by interaction with H90. In state 4, H89 and H93 become structured and H92 is further stabilised. With the organisation of H89-93, the configuration progresses to state 5, which presents H68-71 in their mature conformation and is thus the most complete and mature-like state; however, this is also the least populated state (~1% of total number of particles, Supplementary Fig. 7), possibly representing particles that were able to stochastically advance through the pathway without the aid of MRM2. Throughout these states, H89 changes from an outwardly rotated conformation with apical flexibility (states 1–3) to one where the whole helix is stabilised along the L7/L12 stalk (states 4 and 5) but its base is shifted to a different position relative to that in the mature state (Fig. 5c). Concomitantly to H89, the proximal H90-91 are also stabilised in their mature conformation (Supplementary Fig. 8a), and bL36m (absent in states 1–3) is present (Supplementary Fig. 8b). The MALSU1:L0R8F8:mtACP anti-association module is clearly present in all states and further classification schemes did not produce evidence in favour of the existence of particles lacking this component (Supplementary Fig. 9a).

To further evaluate structural heterogeneity in the dataset, we used a neural network-based approach—cryoDRGN^23^. Using information from whole particles, we corroborated that the intersubunit interface is the main source of structural variability in the studied ensemble of mtLSU particles (Supplementary Movie 1). In addition, this approach revealed particles with density connecting the base of H67 and the PTC, often with an extension to the space between the L1 stalk and the central protuberance (Supplementary Fig. 8c). In some cases, including states I and II (states derived from cryoDRGN outputs are indicated in roman numerals), this density could be traced into the back of the PTC, occupying a similar position to the protrusion observed in states 1 and 2. Nonetheless, some density corresponding to H92 is present in state II, providing some evidence that the protrusion does not contain this helix but may be composed of H90, H91, H93 or some combination of these, with an alternative conformation and possibly secondary structure. While H89 is flexible and outwardly rotated in states I and II, it appears in its mature conformation in state III, in which most of the interfacial RNA components (H80-H93) are in mature-like conformations. However, while H68-71 in state III are more ordered than in state 4, they do not reach the same extension as in state 5. Comparing these results with those obtained by focused classification, it was possible to place state I prior to state 3, state II between states 3 and 4, and state III between states 4 and 5.

Additional structural variation was observed in the central protuberance of mtLSU particles from cells devoid of MRM2 (Supplementary Fig. 9b). Most particles (~85%) lack mL40, mL46, mL48 and present a poorly defined structural mt-tRNA, similar to the consensus map. In fewer particles, the structural mt-tRNA appears stabilised and better resolved. Even though poorly defined, density for the missing proteins is observed in ~7% of the particles. However, this compositional heterogeneity does not reflect structural variations in other regions of the complex.

Taken together, these data show that MRM2 is involved in the late-stage assembly of mtLSU. However, whether the catalytic activity of MRM2 is required for this role remains to be established.

### The catalytic activity of MRM2 is dispensable for mtLSU biogenesis

While acting as an assembly factor of the mtLSU, MRM2 is also a *S*-adenosyl methionine (SAM)-dependent 2′-*O*-ribose methyltransferase with its target on the 16S mt-rRNA. Therefore, we asked whether the catalytic activity of MRM2 is essential for mitoribosome biogenesis and/or if the MRM2 protein acts as a platform for local conformational/compositional changes upon binding to assembling mtLSU particles. The putative RNA binding site of MRM2 is composed by evolutionarily conserved surface residues such as K59, which are proximal to the SAM binding site and form an electropositive patch that stabilises the negative charge of the target. The SAM binding pocket is also lined by conserved residues, such as D154, which stabilises the methionine moiety while being positioned close to its Sδ atom^24^ (Fig. 6a). Mutation of the catalytic residues K38 and D124 of *Escherichia coli* RlmE (equivalent to *Homo sapiens* MRM2 K59 and D154, respectively) has been shown to abolish its methyltransferase activity^25^. Validation of the catalytic inactivity of the human variants was obtained by RNA LC-MS2, which identified 16S mt-rRNA oligonucleotides containing U3039 solely in its non-methylated state both in *MRM2* knock-out cells complemented with MRM2^K59A^ and MRM2^D154A^, as well as in the knock-out background (Fig. 6b and Supplementary Fig. 10). In control cells, ~70% of mtLSU-associated 16S mt-rRNA was present as Um3039/Gm3040, with the remainder ~30% representing the U3039/Gm3040 state; a state lacking the modification deposited by MRM3 was not detected.

**Fig. 6:**
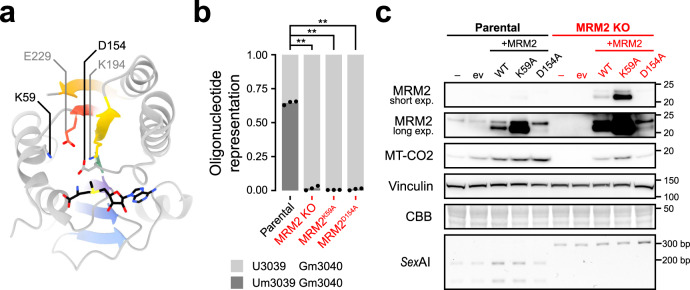
Catalytic mutants of MRM2 are able to restore mitochondrial translation. **a** Structure of human MRM2 (PDB 2NYU)^69^. Evolutionarily conserved active site residues relevant for MRM2-mediated 2′-*O*-methylation are labelled and shown as sticks. *S*-adenosyl methionine (SAM) is represented as black sticks. The seven β-strand methyltransferase fold is coloured by strand, from N- (violet) to C-terminus (red). **b** Quantification of 2′-*O*-methylation of U3039 and G3040 by RNA LC-MS2. MRM2^K59A^ and MRM2^D154A^ correspond to samples from *MRM2* knock-out cells expressing those catalytic mutants. Statistical significance was assessed using two-tailed Student’s *t* test (∗∗: *P* ≤ 0.01; Parental vs *MRM2* KO *P* = 0.0073, Parental vs *MRM2*^*K59A*^ *P* = 0.0075, Parental vs *MRM2*^*D154A*^ *P* = 0.0075). **c**, Immunoblot evaluation of functional rescue of mitochondrial translation in cell lines complemented with wild-type (WT) MRM2, as well as catalytic mutant variants (K59A, D154A). ev: empty vector control. exp.: exposure. Molecular weights of protein standards are presented in kDa to the right of each blot. Coomassie brilliant blue (CBB) staining is shown as a loading indicator. For each cell line, electrophoretically separated *Sex*AI-digested amplicons of the genomic *MRM2* locus targeted for gene editing are presented. This experiment was replicated twice with similar results. Source data are provided as a Source Data file.

Next, the steady-state level of MT-CO2 was used as a proxy (Fig. 3a, b) to assess the functional status of mitochondrial translation (Fig. 6c). As observed by the restoration of the expression of MT-CO2, both K59A and D154A MRM2 variants were able to rescue the defect in mitochondrial translation caused by knock-out of the endogenous gene despite their null methyltransferase activity. This led to the conclusion that the main contribution of MRM2 to mitochondrial translation is not its methyltransferase activity but its presence and role as an assembly factor, remodelling the intersubunit interface of the assembling mtLSU and thus contributing towards the mature conformation.

### Other mtLSU biogenesis factors are not redundant to MRM2

Overexpression of certain ribosomal biogenesis factors has been reported to rescue the severe growth and 50S biogenesis defects of bacteria lacking the orthologue of MRM2 (RlmE/RrmJ/FtsJ/MrsF). This was the case of the GTPases ObgE/CgtA and EngA^26^. GTPases have been implicated in the biogenesis of the human mitochondrial ribosome, some of which orthologous to bacterial proteins. To test whether mitochondrial GTPases can rescue the MRM2 ablation phenotype in human, we complemented *MRM2* knock-out cells with GTPBP5/MTG2, GTPBP7/MTG1, and GTPBP10, which are known to be present in mitochondria and participate in mtLSU biogenesis^27–31^. However, despite the overexpression of these proteins, mitochondrial translation was not functionally restored, as indicated by the absence of MT-CO2 in the complemented cells (Supplementary Fig. 11), suggesting a nonredundant role of MRM2 in the assembly of mtLSU.

### MRM2 is required for organismal homeostasis

Given the severe phenotype caused by ablation of MRM2 in cultured cells, as well as reports of patients harbouring variants in the coding gene presenting with a Mitochondrial Encephalomyopathy, Lactic Acidosis, and Stroke-like episodes (MELAS)-like pathology^13^, we investigated the relevance of this protein for whole-organism and tissue-specific homeostasis in a *Drosophila melanogaster* model. Therefore, we knocked-down the *MRM2 D. melanogaster* orthologue *CG11447* (henceforth referred to as *DmMRM2*) by expressing an inducible (UAS-) RNAi construct driven by the ubiquitous promoter *da-GAL4* driver (Fig. 7a). Downregulation of DmMRM2 led to developmental delay, with few larvae progressing to pupae, and most of these dying at late pupal stage. In rare cases where eclosion was successful, adults were either trapped by the pupal case while emerging or immobilised on the food as they were too weak to escape. These adults showed anterior thoracic indentations alongside deformed wings and flattened abdomen (Fig. 7b). *DmMRM2* knock-down was lethal when performed under another ubiquitous driver (*act5C-GAL4*) or a pan-neuronal driver (*nSyb-GAL4*), further indicating the essentiality of this protein.

**Fig. 7:**
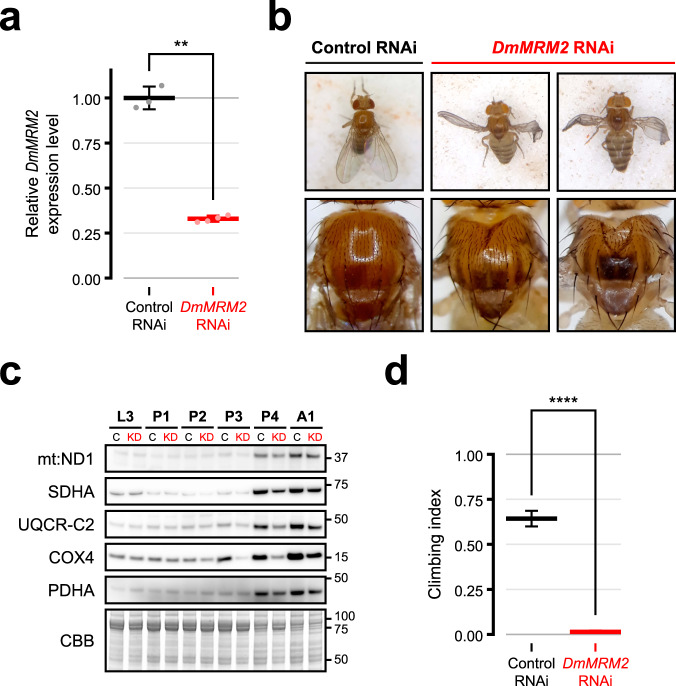
DmMRM2 is detrimental for the development of *D. melanogaster*, in particular towards the end stages of pupation. **a** Levels of *DmMRM2* transcripts in L3 larvae ubiquitously expressing control (*n* = 3) or *DmMRM2* (*n* = 4) RNAi under the *da-GAL4* driver. Values are normalised by the level of *αTub84B* transcripts. Data are presented as individual datapoints and mean ± SD. Each datapoint was generated from three L3 larvae. Statistical significance was assessed using two-tailed Student’s *t* test (∗∗: *P* ≤ 0.01; *P* = 0.0019). **b** Dorsal view of whole-body and thorax of control and *DmMRM2* knock-down adult flies. **c** Immunoblot assessment of the steady state levels of MRC subunits over the course of pupation in control (C) and *DmMRM2* knock-down (KD) individuals. L3: third instar larvae; P1: day 1 pupae; P2: day 2 pupae; P3: day 3 pupae; P4: day 4 pupae; A1: adults after eclosion. Molecular weights of protein standards are presented in kDa to the right of each blot. Coomassie brilliant blue (CBB) staining is shown as a loading indicator. This experiment was replicated twice with similar results. **d** Startle-induced negative geotaxis (climbing) assay performed on adult male flies expressing control (*n* = 70) or *DmMRM2* (*n* = 56) RNAi under the pan-muscular *Mef2-GAL4* driver. Data are presented as mean ± SEM. Statistical significance was assessed using the Mann-Whitney test (∗∗∗∗: *P* ≤ 0.0001; *P* < 0.00001). Control RNAi: *UAS-lacZ RNAi; da-GAL4* (transcript quantification, imaging, immunoblotting), *UAS-lacZ RNAi; Mef2-GAL4* (climbing assay). Source data are provided as a Source Data file.

To evaluate the correlation between the lethal phase and requirements on mitochondrial function, the steady-state level of subunits of MRC complexes was assessed in different stages of development (Fig. 7c). Third instar larvae (L3) and young adults contrasted in the amount of these subunits, which is in line with their different metabolic needs^32,33^. This cellular and molecular shift occurred during pupation, where the steady-state levels of MRC subunits were progressively upregulated. Steady-state levels increased considerably during the second half of pupation, suggesting a stronger reliance of cells on mitochondrial respiration. This increase was less marked in *DmMRM2* knock-down animals, with levels of MRC subunits in late pupation stages being considerably lower when compared to matched control animals. Concurrently, the development of *DmMRM2* knock-down individuals is arrested at this stage, linking the observed lethality to the role of this protein in mitochondrial function and its relevance for cell and organismal homeostasis.

In order to investigate the impact of these molecular alterations at the whole organism level, and since muscular tissue is commonly affected in mitochondrial disorders^34^, including the MELAS-like presentation of patients harbouring *MRM2* mutations^13^, *DmMRM2* was knocked-down using a pan-muscular driver (*Mef2*-GAL4). While this did not lead to pupal lethality, adult flies presented considerably impaired locomotor ability in the startle-induced negative geotaxis assay, which monitors neuromuscular function (Fig. 7d). Taken together these data show that MRM2, through its involvement in mtLSU biogenesis, is indispensable for organismal homeostasis.

## Discussion

To understand the role of proteins associated with human pathogenesis, it is necessary to comprehend their function and the molecular mechanisms in which they are involved. In this study, we performed a multidisciplinary analysis of the mitochondrial role of MRM2, a protein that underlies the molecular basis of the MELAS-like syndrome in patients harbouring variants of the coding gene.

We demonstrate that all known 2′-*O*-methylations in human mitochondrial transcripts, G2815, U3039 and G3040, are introduced by MRM1, MRM2 and MRM3, respectively, and using transcriptome-wide approaches we detect no additional targets for these enzymes in mtRNAs (Fig. 1). As mentioned, MRM2 has been associated with human disease with a typical mitochondrial cytopathy presentation^13^; to study this in greater detail, we first generated a cellular knock-out model. Ablation of *MRM2* leads to mitochondrial dysfunction with severe reduction in cellular respiration and activity of MRC complexes containing mitochondrially-encoded subunits (Fig. 2). We show that this is caused by the impairment of mitochondrial translation, leading to reduced production of mtDNA-encoded proteins (Fig. 3, and Supplementary Figs. 2, 3). Consequently, this impacts on the structural integrity of the OxPhos system and thus explains its functional collapse. The defect in mitochondrial translation is associated with the large subunit of the mitochondrial ribosome, which RNA core element (16S mt-rRNA) is 2′-*O*-methylated by MRM2 in the A-loop residue U3039. Despite shown to be dysfunctional in the absence of MRM2, mtLSU particles contain virtually all of their MRPs and accumulate in a near mature state (Fig. 4 and Supplementary Fig. 4).

The late stages of mtLSU assembly involve almost exclusively the remodelling of interfacial RNA elements of otherwise complete particles, as shown by recent structural studies^35–39^. Key players include the helicase DDX28, which dislocates the central protuberance to increase solvent exposure of the intersubunit interface, the MTERF4:NSUN4 complex, which holds H68-71 of domain IV of 16S mt-rRNA in an immature conformation to allow access of assembly factors to the PTC, and the GTPases GTPBP5, GTPBP6, GTPBP7 and GTPBP10, which coordinate the maturation of the PTC through a series of conformational rearrangements. In addition to these, the MALSU1:L0R8F8:mtACP module is bound in the reported assembly intermediates, avoiding their premature association with mtSSU particles and preventing the immature mtLSU from engaging in translation^21^.

In the absence of MRM2, there is an accumulation of mtLSU particles containing the MALSU1 anti-association module and unstructured interfacial RNA components, similar to homeostatic assembly intermediates reported previously^21^ (Figs. 4, 5). However, in contrast to homeostatic conditions, where these intermediates correspond to a relatively small portion of the observed mtLSU particles, this representation is virtually absolute in cells devoid of MRM2. Based on the features of the obtained intermediates, we hypothesise the following sequence of assembly steps, starting from a state lacking bL36m, with unstructured H67-71 (domain IV) and H90-93 (domain V, possibly in an alternative RNA structure): (1) stabilisation of the base of the intersubunit interface via H67; (2) initial folding of H92 by interaction with the base of H90; (3) folding of H90-93, inward rotation of H89 by interaction with H91 and concomitant structuring of the bL36m binding pocket, favouring its incorporation; (4) refolding of H68-71 via interaction with stabilised interface components, including H92. In the absence of MRM2, most particles accumulate before step (3) can occur, indicating that this protein contributes to the late stages of mtLSU biogenesis not only by stabilising its binding substrate, H92, in the proper folding configuration, but also by relocating H89 and H91. Although maturation of domain IV does not seem strictly dependent on the presence of MRM2, as evidenced by a low number of particles where these components are structured (Fig. 5b state 5 and Supplementary Fig. 7), it may be catalysed by the folding of proximal RNA helices and the presence of Um3039, which participates in the bacterial Um2552 (H92) – C2556 (H92) – U1955 (H71) interaction triad^40^, corresponding to Um3039 (H92) – C1373 (H92) – U948 (H71) in human mtLSU, and may contribute to the positioning of G3040 by steric hindrance created by the 2′-methoxyl of Um3039.

Analysis of residual heterogeneity in the dataset (Supplementary Fig. 8c and Supplementary Movie 1) brought to light additional states of mtLSU particles, some of which recapitulate results obtained by conventional focused classification with signal subtraction (FCwSS), while others probe additional configurations in the mtLSU conformational space and/or assembly pathway. This enabled a clearer visualisation of density of unknown identity, with RNA helix-like features, protruding from the PTC and in the proximity of the unstructured H68-71. Furthermore, it added to the evidence against the existence of an appreciable number of mtLSU particles without the MALSU1:L0R8F8:mtACP module in the absence of MRM2.

It was shown that the bacterial ribosomal protein bL36 integrates into LSU particles late during assembly, which is triggered by the presence of the MRM2 orthologue, RlmE/RrmJ/FtsJ/MrsF^40^. Inspection of the mtLSU assembly intermediates described in the present work shows that incorporation of bL36m is MRM2-independent (Fig. 5 and Supplementary Fig. 8), and most likely relies more directly on the acquisition of a proper folding of interfacial rRNA elements, namely H89, which in turn depends on the folding of H91 via stabilisation of H92, aided by MRM2.

Moreover, the final stages of the assembly of mtLSU particles are independent of the 2′-*O*-methylation of U3039 by MRM2 (Fig. 6). However, they depend on the transit through conformational states aided by a set of proteins, including MRM2. In the absence of this protein, mtLSU particles are still able to stochastically reach a near mature conformation, even though at a nominal rate. Nevertheless, since the conformation of these mtLSU is not similar enough to that seen in mature particles (displaced H89 base), they are not licenced to engage in translation, as seen by the persistence of the MALSU1:L0R8F8:mtACP module. Thus, the strict quality control of mtLSU assembly is fulfilled. This adds to previous evidence that the binding of assembly factors with RNA modification activity to assembling cytosolic ribosomes is frequently associated with quality-control checkpoints during the biogenesis of these complexes. However, the relevance of those enzymes, often evolutionarily conserved, is not related to the modification they introduce in rRNAs, but to their presence in cells^41^.

Analysis of the methylation of 16S mt-rRNA nucleotides in *MRM1-3* knock-out models showed that the 2′-*O*-methylation of U3039 by MRM2 depends on the prior modification of U3040, substrate of MRM3 (Fig. 1). This implies that MRM3 exerts its activity over the assembling mtLSU prior to MRM2, adding molecular evidence to support structural findings^35–39^.

In bacterial systems, ablation of the MRM2 orthologue can be compensated by the overexpression of certain GTPases (ObgE/CgtA and EngA). The resulting bacterial ribosomal large subunits still lack 2′-*O*-methylated U2552 (equivalent to U3039 in human mitochondria) but are nonetheless able to engage in translation^26^. In *S. cerevisiae*, only a partial suppression in the thermosensitive loss of mtDNA of a *Δmrm2* mutant strain was observed when a eukaryotic orthologue of ObgE, Mtg2p (MTG2/GTPBP5 in human), was overexpressed^26,42^. Although expression of human orthologues of mitochondrial GTPases did not complement the knock-out of *MRM2* (Supplementary Fig. 11), catalytic mutants of this methyltransferase were able to functionally restore mitochondrial translation without recovering the modification of U3039 (Fig. 6), a process for which the mitochondrial system seems to lack redundancy.

We further tested the role of MRM2 in the model organism *D. melanogaster*, showing that its orthologue DmMRM2 is detrimental for development. This is especially relevant upon the shift from a larval glycolytic phenotype that supports rapid growth, to a more efficient respiratory phenotype in adults, which occurs during pupation^32,33^. It is possible that maternal deposition of factors and mitochondria contribute to the maintenance of mitochondrial function during larval stages when *DmMRM2* is knocked-down. However, the turnover of OxPhos complexes, unmet by the lower rate of synthesis of their core subunits, as well as the increased reliance on OxPhos itself eventually tip the homeostatic balance during pupation towards an unbearable cellular burden (Fig. 7). Furthermore, *DmMRM2* knock-down in *D. melanogaster* has the potential to be a model of mitochondrial dysfunction that does not target the OxPhos system directly but broadly affects its mtDNA-encoded components. This constitutes a useful tool for further investigation of fundamental questions, such as those related to differential effects of mitochondrial dysfunction associated with tissue specificity.

Our results identify a crucial point of control during the assembly of the mammalian mtLSU with mechanistic insights that enlighten not only the role of MRM2 in mitochondrial translation, but also the phenotype caused by its disruption, and consequent implications at the multi-tissue level. Given the contraction in the number of modified residues in the mammalian mitochondrial ribosome and the knowledge on the enzymatic repertoire responsible for these modifications it will be important to determine the role of Um3039 in mitochondrial translation rate and fidelity as well as the essentiality of the remaining modifications and/or the involved enzymes in order to better understand mitoribosome biogenesis and mitochondrial translation.

## Methods

### Materials and resources

Reagents (antibodies, chemicals, oligonucleotides, plasmids), deposited data, software/algorithms and equipment used/generated in this work are listed in Supplementary Table 2.

### Experimental models

Unless stated otherwise, HEK 293T Flp-In T-REx and HEK 293T were maintained in high glucose DMEM with GlutaMAX and sodium pyruvate supplemented with 10% FBS, 1x penicillin-streptomycin. All cells were kept at 37 °C and in a 5% CO_2_ atmosphere. Stocks used in this study are reported in Supplementary Table 2.

*Drosophila melanogaster* flies were maintained in a humidified temperature-controlled incubator set to 25 °C with 12 h/12 h light/dark cycles. Crosses and respective progenies were raised in a humidified incubator at 29 °C. Food consisted of agar, cornmeal, molasses, propionic acid and yeast. Stocks used in this study are reported in Supplementary Table 2.

### Knock-out cell line generation

HEK 293T Flp-In T-REx cells were transfected with plasmids encoding the (+) and (−) ZFNs target to *MRM2* using the Cell Line Nucleofector Kit V with the A-23 program in the Nucleofector 2b device, according to the supplier’s recommendations. After recovery, clonal lines were screened by immunodetection of MRM2 and subsequent DNA sequencing (amplification with MRM2 Fw and MRM2 Rv). The generated knock-out cells were cultured in medium supplemented with 20% FBS and 50 mg mL^−1^ uridine.

### RNA extraction for library preparation

RNA was extracted from parental and HEK 293 T Flp-In T-REx cells in which *MRM1*, *MRM2* or *MRM3* was knocked-out. For each condition 3 biological replicates were obtained (one 15 cm plate each). Mitochondria isolation and RNA extraction were conducted as previously described^43^. In brief, collected cells were resuspended in mannitol-containing mitochondria extraction buffer and incubated on ice for 20 min. Cells were then homogenised by running the suspension 15 times through a 25 G needle, followed by a series of low- and high-speed centrifugations. The resulting pellet, representing the mitochondria-enriched fraction, was used as input for RNA purification using TRI Reagent according to the manufacturer’s instructions.

### Library preparation and sequencing

Strand-specific libraries were generated on the basis of previously described protocols^15,16,43–45^. In brief, for each sample, 200 ng of mitochondria-enriched RNA was fragmented by mixing the RNA in bicarbonate buffer (pH 9.2) and heating for 5 min at 92 °C. Next, samples were subjected to FastAP Thermosensitive Alkaline Phosphatase and Turbo DNase treatments, followed by a 3′ ligation of RNA adaptor 1 using T4 ligase. Ligated RNA was separated into two identical pools and reverse transcribed using SuperScript III Reverse Transcriptase in two distinct concentrations of deoxyribonucleotide triphosphates (dNTPs; final concentration 2 μM and 500 μM), using the RT primer. As the used RT-enzyme stalls at 2′-*O*-methlated sites in low dNTP conditions, the first pool, subjected to 2 μM dNTPs was later used to obtain RT-stop signals^16^. The second pool, transcribed using 500 μM dNTPs, was used to obtain the background signal for RT-stops (elaborated in “Identification of putative 2′-*O*-methylation sites”), as well as to calculate cleavage protection scores (‘score A’)^15^. The resulting cDNA was subjected to a 3′ ligation with adaptor 2 using T4 ligase. The single-stranded cDNA product was then PCR amplified for 9-12 cycles. Libraries were sequenced on a NextSeq 500 platform generating short paired-end reads, ranging from 25 to 55 bp from each end.

### Identification of putative 2′-*O*-methylation sites

A reference genome for alignment of reads was generated on the basis of chrM from the GENCODE release 32 (GRCh38.p13). Reads were mapped using the STAR aligner^46^ with *–alignIntronMax* set to 1. To identify methylated sites, coverage and number of reads starting and ending at each position were counted using bam2ReadEnds.R^47,48^.

Determination of RT-stop scores. Under limiting dNTP concentrations, the RT stops one nucleotide downstream of the methylated site. Thus, for each position, an RT-stop ratio was calculated by dividing the number of reads stopping at the downstream position by the coverage at that position. RT-stop ratio of low dNTP samples was then divided by the RT-stop ratio of the high dNTP sample, which resulted in a fold change RT-stop score representing enrichment of the 2′-*O*-methylated site in low dNTP versus the background signal. The significance of changes in methylation level in wild-type and knock-down cells was assessed using Student’s *t* test comparing the calculated fold change RT-stop scores in the three biological replicates of each condition.

Determination of cleavage protection scores. Cleavage protection scores were determined as in the calculation of ‘score A’ in^14^. The length of the flanking region used for calculation was set to six nucleotides, centred on the measured site. Scores were calculated only for positions with a median of >15 reads per position in the flanking 12 nucleotides surrounding the measured site. Significance of changes in methylation level in parental and knock-out cells was assessed using Student’s *t* test comparing the calculated ‘score A’ in three biological replicates of each condition. The code for calculating RT-stop scores and cleavage protection scores is found in this paper’s supplemental information (Data S1).

### Monitoring of cell proliferation

Cells were plated in glucose-free DMEM supplemented with 10% FBS, 1x GlutaMAX, 1 mM sodium pyruvate, 1x penicillin-streptomycin and either 4.5 g L^−1^ glucose or 0.9 g L^−1^ galactose. Cell confluence was measured every 4 h using the Incucyte ZOOM High Definition Imaging Mode and analysed with the associated software.

### Assessment of mitochondrial respiration

Cells were seeded and allowed to adhere for at least 6 h to Seahorse XF96 cell culture microplates previously coated with poly-l-lysine. Culture medium was removed and the cell layer washed with assay medium (DMEM without sodium bicarbonate, 4.5 g L^−1^ glucose, 1x GlutaMAX, 1 mM sodium pyruvate, 150 mM NaCl, pH 7.4). After equilibration in assay medium (1 h, 37 °C) with atmospheric CO_2_, oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were measured in a Seahorse XF96 Extracellular Flux Analyzer, using sequential injections of 2 μM oligomycin, 0.35 μM BAM15, and 1 μM rotenone and 1 μM antimycin A. OCR and ECAR values were normalised by the total amount of DNA in each well, determined using the CyQUANT Cell Proliferation Assay kit.

### Spectrophotometric assessment of MRC activity

The spectrophotometric measurement of the activity of MRC complexes was performed with small modifications to the protocol described in^49^. Measured activities are normalised to the activity of citrate synthase, and values are presented relative to those of the parental cell line.

### PAGE and immunodetection of proteins

Proteins were denatured, separated by SDS-PAGE in Bolt 4-12% Bis-Tris Plus gels, and transferred onto nitrocellulose membranes via dry transfer. These were blocked with 5% non-fat milk in PBST for 1 h at room temperature, and then incubated over-night with primary antibodies at 4 °C. After three washes, membranes were incubated with the appropriate HRP-conjugated secondary antibody for 1 h at room temperature, washed and developed with ECL reagent using an Imager 680.

BN-PAGE was performed on whole cells following the protocol by Fernandez-Vizarra and Zeviani^50^.

### In-gel assessment of MRC activity

Following the resolution of whole-cell lysates by BN-PAGE, gels were incubated with the following solutions at room temperature: Complex I IGA solution (5 mM Tris-HCl pH 7.4, 1 mg mL^−1^ nitro blue tetrazolium, 0.1 mg mL^−1^ NADH), Complex II IGA solution (5 mM Tris-HCl pH 7.4, 1 mg mL^−1^ nitro blue tetrazolium, 0.2 mM phenazine methosulfate, 20 mM succinate), Complex IV IGA solution (50 mM potassium phosphate buffer pH 7.4, 1 mg mL^−1^ 3,3′-diaminobenzidine tetrahydrochloride hydrate, 1 mg mL^−1^ cytochrome c, 24 U mL^−1^ catalase, 75 mg mL^−1^ sucrose). Upon appearance of coloured bands, gels were washed with water and scanned under white light.

### Labelling of *de novo* synthesised proteins

Cells of interest were incubated twice in methionine/cysteine-free DMEM for 10 min, and then in methionine/cysteine-free DMEM supplemented with 5% dialysed FBS, 1x GlutaMAX, 1 mM sodium pyruvate, 96 μg mL^−1^ L-cysteine for 20 min, after which 100 μg mL^−1^ emetine were added. After 30 min, 100 μCi mL^−1^ of [^35^S]-L-methionine were added and labelling proceeded at 37 °C for 1 h. Cells were collected and washed with PBS before being lysed by addition of 0.1% DDM, 1.7 U μL^−1^ benzonase and 1x cOmplete protease inhibitor cocktail. Sample components were separated in 10-20% Tris-glycine SDS-PAGE gels, which were stained with Coomassie Brilliant Blue before being dried. The autoradiogram was obtained by exposing the dried gel to a phosphor screen and developed using a Typhoon Biomolecular Imager. Densitometry profiles and baseline-corrected quantification were performed using ImageJ^51^.

### Isolation of mitochondria

Cells were detached from culture vessels and incubated on ice in hypotonic buffer (20 mM HEPES pH 7.8, 5 mM KCl, 1.5 mM MgCl_2_, 2 mM DTT, 1 mg mL^−1^ BSA, 1 mM PMSF, 1x cOmplete protease inhibitor cocktail) for 10 min. A Balch-type homogeniser was used to mechanically lyse cells by 5 passes through the chamber loaded with a 12 μm clearance ball bearing. After homogenisation, 2.5x MSH buffer (50 mM HEPES pH 8.0, 525 mM mannitol, 175 mM sucrose, 5 mM EDTA, 5 mM DTT, 2.5 mg mL^−1^ BSA, 2.5 mM PMSF, 2.5x cOmplete protease inhibitor cocktail) was added. Debris was pelleted by centrifugation at 1000 *g* for 10 min, and crude mitochondria subsequently pelleted from the supernatant at 10,000 *g* for 20 min. These were layered on top of a discontinuous density gradient (1.5 M, 1.0 M, and 0.5 M sucrose in 10 mM HEPES pH 7.8, 5 mM EDTA) and ultracentrifuged at 120,000 *g* for 1 h. The mitochondrial layer was washed in 1x MSH and pelleted at 10,000 *g*. All manipulations and centrifugations were performed at 4 °C.

### Assessment of mitoribosome composition

The procedure followed that described for quantitative analysis of density gradients by mass spectrometry (qDGMS) in^20^. In brief, cells were cultured in DMEM for SILAC, supplemented with 20% dialysed FBS, 50 mg mL^−1^ uridine, 1x penicillin-streptomycin, 200 mg L^−1^ L-proline, and either 0.398 mM L-arginine and 0.798 mM L-lysine, or 0.398 mM ^13^C_6_,^15^N_4_-L-arginine and 0.798 mM ^13^C_6_,^15^N_2_-L-lysine. Cell populations were allowed to expand separately in these media for at least 7 doubling periods, with frequent media exchange. Upon harvesting, cell populations were mixed 1:1 based on total protein content. Isolated mitochondria were lysed (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 1x cOmplete EDTA-free protease inhibitor cocktail, 2 U μL^−1^ SUPERase•In RNase inhibitor), clarified and loaded on a continuous 10-30% (w/v) sucrose density gradient (50 mM Tris-HCl pH 7.4, 100 mM NaCl, 20 mM MgCl_2_, 1x cOmplete EDTA-free protease inhibitor cocktail) formed with a Gradient Station. Gradients were spun at 100,000 *g* in a TLS-55 swinging bucket rotor for 135 min at 4 °C. Fractions were manually collected from the top of each gradient. Results for each mix were corrected for imperfect mixing by taking into consideration the median ratio of labels from mass spectrometric analysis of whole cell mix lysates.

### Protein mass spectrometry

Liquid samples were precipitated with 20 vol. of cold ethanol and incubated at −20 °C for 16 h. Precipitates were collected by centrifugation, redissolved in 50 mM ammonium bicarbonate buffer (pH 8.0) and digested with trypsin (12.5 ng µL^−1^, 37 °C, overnight). Peptide mixtures were resolved by reverse-phase UPLC on an EASY-nanoLC1000 and an Acclaim PepMap C18 column (50 µm x 150 mm, 2 μm, 100 Å, 300 nL min^−1^) using an 84 min gradient of 5% to 40% acetonitrile with 0.1% formic acid, followed by an increase in acetonitrile concentration to 90% and re-equilibration with 5% acetonitrile, within 105 min. Peptides were analysed by positive ion electrospray mass spectrometry using a Q Exactive plus mass spectrometer and a routine to fragment and analyse the 10 most abundant multiply charged peptide ions each second. Full scan MS data (400 to 1600 *m/z*) were recorded at a resolution of 70,000 with an automatic gain control (AGC) target of 10^6^ ions and a maximum ion transfer of 20 ms. Ions selected for MS2 were analysed using the following parameters: resolution 17,500; AGC target of 5 ×104; maximum ion transfer of 100 ms; 2 *m/z* isolation window; for HCD, a normalised collision energy 28% was used; and dynamic exclusion of 20 s. A lock mass ion (polysiloxane, *m/z* = 445.1200) was used for internal MS calibration. Proteins were identified using the MaxQuant software package. Peptide information was filtered using Perseus, removing proteins only identified by site that matched a decoy database of random peptides and contaminants. Preliminary assessment of incorporation of heavy amino acids was performed by processing the peptide information of the heavy-only labelled samples using MaxQuant.

### Mitochondrial ribosome footprinting

Cells were incubated with 200 μg mL^−1^ chloramphenicol for 10 min and 200 μg mL^−1^ cycloheximide for an additional 5 min. After washing with PBS, the monolayer was flash-frozen on liquid nitrogen and thawed in lysis buffer (20 mM Tris-HCl pH 7.5, 150 mM NaCl, 5 mM MgCl_2_, 1 mM DTT, 1% Triton X-100, 200 μg mL^−1^ chloramphenicol, 200 μg mL^−1^ cycloheximide). Half of the clarified lysates was incubated with 375 mU μL^−1^ RNAse I at 28 °C for 30 min, and monosomes recovered by ultracentrifugation in a continuous 10-30% (w/v) sucrose density gradient containing chloramphenicol and cycloheximide. After 40 mU μL^−1^ proteinase K incubation at 42 °C for 30 min, ribosome-protected fragments were extracted in acid phenol-chloroform. Total RNA was extracted from the other half using TRIzol LS, DNA degraded using TURBO DNase and mt-rRNA depleted using the Ribo-Zero Gold kit before alkaline fragmentation (45 mM sodium bicarbonate, 5 mM sodium carbonate, 1 mM EDTA, 95 °C, 15 min). Both RNA sample sets were subjected to size selection (25 nt to 35 nt) after TBE-Urea PAGE. Following, RNA was extracted from gel pieces (300 mM sodium acetate pH 5.5, 0.25% SDS, 4 °C, 18 h) and standard library preparation was carried out using the TruSeq Small RNA Library Preparation kit (Illumina). Libraries were sequenced (50 bp single read) in the CRUK Cambridge Institute Genomics Core using a HiSeq 4000 system. Adaptor sequences were trimmed from reads using FASTX-Toolkit (http://hannonlab.cshl.edu/fastx_toolkit/), trimmed reads mapping to nuclear-encoded ribosomal RNA (rRNA) were discarded, and the remaining reads were mapped sequentially to mitochondrial rRNA (mt-rRNA); mitochondrial transfer RNA (mt-tRNA); and mitochondrial messenger RNA (mt-mRNA) using bowtie version 1^52^, with parameters *-v 2 --best*. To normalise for library size, read counts per mitochondrial gene were expressed as reads per million (RPM) mapping in the positive-sense orientation to nuclear-encoded mRNA (from NCBI RefSeq) in each library. When calculating mitochondrial gene ribosomal occupancy and translation efficiency (i.e. RiboSeq RPM/RNASeq RPM), overlapping CDS regions in ATP8/ATP6 and ND4L/ND4 were excluded due to ambiguous assignment. Additionally, reads with 5′ ends mapping within 15 nt of the start codon or 45 nt of the stop codon of each gene were excluded to avoid counting ribosomes paused during initiation or termination of translation.

### Purification of mtLSU

Mitochondria were purified from *MRM2* knock-out cells as described in “Isolation of mitochondria”, and lysed in 20 mM HEPES, 300 mM KCl, 50 mM MgCl_2_, 1 mM DTT and 1% Triton X-100 supplemented with RNase and EDTA-free protease inhibitors. The clarified lysate was loaded on a continuous 10–30% (w/v) sucrose density gradient (20 mM HEPES pH 7.6, 300 mM KCl, 5 mM MgCl_2_, 1 mM DTT) and ultracentrifuged at 100,000 *g* for 135 min. Fractions enriched in mtLSU were pooled and ultracentrifuged at 625,700 *g* for 35 min. The obtained pellet was resuspended in lysis buffer without Triton X-100 and loaded on a second continuous 10-30% (w/v) sucrose density gradient, which was ultracentrifuged at 100,000 *g* for 12 h. Fractions were automatically collected using an ÄKTAprime plus system with a 60% (w/v) sucrose chase solution. The absorbance profile at 260 nm was monitored and fractions enriched in mtLSU were pooled. Ribosomal particles were pelleted at 418,000 *g* for 2 h. The pellet was washed in buffer without sucrose or DTT, resuspended, briefly centrifuged to remove aggregates, and used for cryoEM grid preparation. All manipulations and centrifugations were performed at 4 °C.

### CryoEM grid preparation and data collection

Quantifoil holey carbon R2/2 mesh 300 copper grids were glow discharged at 20 mA for 60 s. Sample grids were prepared using a Vitrobot Mark IV set to 95% relative humidity and 4 °C. Purified mtLSU (~0.2 μg μL^−1^ total protein) was applied to the carbon-coated side of grids (3 μL), blotted (15 s waiting time, 2.5 s blotting time, 0 blotting force) and plunge frozen in liquid ethane.

Data were collected at the cryoEM facility of the Biochemistry Department (University of Cambridge) on a 300 keV Titan Krios equipped with a Falcon 3EC direct electron detector in integrating mode. Due to preferential orientation of the particles, a second dataset was collected where the grid was tilted by 20°, as suggested by cryoEF^53^ using data from the processed non-tilted dataset. A total of 10,078 and 10,401 micrographs were acquired for the non-tilted and tilted datasets, respectively. In both cases a total dose of ~52 e^–^ Å^−2^ was distributed over 18 frames, with an exposure time of 600 ms; C2 and objective apertures were 70 μm and 100 μm, respectively (Supplementary Table 1).

### CryoEM data processing and model building

Acquired data were processed (Supplementary Fig. 5) using RELION-3.1^54,55^. Beam-induced motion correction was performed using MotionCor2^56^ and CTF estimation using CTFFIND-4.1^57^. Particles were picked using the Laplacian of Gaussian (LoG) filter and imported into cryoSPARC^58^ where an initial reference was generated ab initio and used for clearing the stack by 3D heterogeneous refinement. Clean particle stacks were processed (3D auto-refinement, CTF refinement, Bayesian polishing) individually with RELION-3.1 and then used for 3D classification. Particles from both datasets that led to the reconstruction of maps with detailed features were merged to generate a partial consensus map (846,646 particles); all particles were used to generate a full consensus (1,191,870 particles). Focused 3D classifications (Supplementary Figs. 7 and 9, and Supplementary Tables 3 and 4) were performed using RELION-3.1 by subtracting signal outside a mask over the regions of interest (FCwSS) and classifying particles without updating alignments; classes of interest were further 3D auto-refined. Masks used for FCwSS are presented in Supplementary Fig. 7, 9.

Full models of states 1 and 4 (Fig. 5) were built and refined. The structure of a previously reported mitochondrial assembly intermediate (PDB: 5OOL) was used as a reference model. This model was first fit into the density using Chimera^59^. Iterative cycles of model building and refinement of ribosomal proteins and rRNA were performed using *Coot*^60^ and PHENIX real-space refinement^61^, respectively. The model was validated with MolProbity^62^ and the PHENIX suite^61^. Model building statistics are presented in Supplementary Table 3.

Heterogeneity analysis was performed using cryoDRGN^23^. A 1,191,870 particles stack, downsampled to 256 px (1.49 Å px^−1^) was used, alongside poses and CTF parameters extracted from the reconstructed full consensus (Fig. 5a and Supplementary Fig. 5), to train the variational auto-encoder for 25 epochs with a 10D latent variable and a 1024×3 architecture. The distribution of latent encodings was visualised with the built-in 2D uniform manifold approximation and projection (UMAP) and *k*-means clustering was performed with *k* = 30. A trajectory connecting the cluster centres in latent space was determined and volumes of anchor points along that path generated “on-data” by evaluating the trained decoder with their latent variable values. Additional cluster centres were determined by selecting a region of interest in the UMAP representation using the cryoDRGN-generated Jupyter Notebook, determining the median coordinates for the selected datapoints and identifying the closest datapoint that represents a particle from the dataset.

Figures of maps and models were generated using ChimeraX^63^.

### Lentivirus production and stable cell line generation

Lentivirus were produced in HEK 293 T transiently co-transfected with pWPXLD:IRES:PuroR containing the transgene of interest, psPAX2 and pMD2.G using FuGENE 6 transfection reagent according to the manufacturer’s instructions, using a DNA mass to transfection reagent volume ratio of 0.33. Lentiviral supernatants collected after 48 h were spun, filtered and split equally among cells of interest. Cells that successfully integrated the transfer plasmid were selected with 1 μg mL^−1^ puromycin.

To verify the genetic background of cell lines, the genomic region modified to knock-out *MRM2* was amplified and digested with *Sex*AI. Reaction products were separated by electrophoresis in 1% agarose TBE gels.

### RNA oligonucleotide mass spectrometry

Large mitoribosomal subunits were purified from cultured cells using a continuous sucrose density gradient as described in “Purification of mtLSU”. Subsequently, RNA was extracted from selected fractions using TRIzol LS and screened for purity and concentration using a 2200 TapeStation system. Oligonucleotides were prepared from RNA using RNAse T1 and chromatographically separated by ion pair reverse phase chromatography (200 mM HFIP, 8.5 mM TEA in water as eluent A, and 100 mM HFIP, 4.25 mM TEA in methanol as eluent B). The oligonucleotides were resolved by a non-linear gradient of 2.5% to 20% B at 200 nL min^−1^ on Acclaim PepMap C18 solid phase and characterised by negative ion tandem LC-MS in a Q Exactive HF hybrid quadrupole-orbitrap. Data were collected in data-dependent acquisition mode, with full scan MS1 data acquired between 700 and 3500 *m*/*z*. The top five ions generating signals with the most intense signals were selected for fragmentation and subsequent MS2 characterisation. Tandem MS data were analysed using the OpenMS software suite^64^, and custom R scripts. Oligonucleotide database searching was performed using NucleicAcidSearchEngine, according to parameters given in^65^. Briefly, isotopologues between the monoisotopic and +4 peak were considered for assignment with an accuracy of 3 ppm at MS1 and MS2, and single sodium and potassium ions were considered as adducts, in addition to single methylation of each nucleobase as a variable modification. Label-free quantification of oligonucleotide precursors was initially assessed using an updated version of FeatureFinderID^66^ and confirmed by manual MS1 peak integration.

### Quantification of transcript levels

Levels of *CG11447* (*DmMRM2*) and *αTub84B* transcripts were determined by RT-qPCR. Total RNA was extracted from 3 larvae using TRIzol reagent, genomic DNA removed with TURBO DNA-free Kit, and reverse transcribed with Maxima H Minus cDNA Synthesis Master Mix. The reaction products were amplified with PowerUp SYBR Green Master Mix using primer pairs targeting *DmMRM2* (DmMRM2 Fw and DmMRM2 Rv) and *αTub84B* (αTub84B Fw and αTub84B Rv). qPCR was performed in a QuantStudio 3 Real-Time PCR System. No-RT and no-template control reactions were included. The specificity of primer pairs was evaluated by the melting profile, and the amplification efficiency was 1.93 and 1.95 for the pair targeting *DmMRM2* and *αTub84B*, respectively. Transcript levels were determined using the comparative Ct method with amplification efficiency correction and normalised for the average of *αTub84B*^67^.

### Locomotor assay

The startle-induced negative geotaxis (climbing) assay was performed using a counter-current apparatus. Briefly, 2 days old adult male flies were placed into the first chamber, tapped to the bottom, and given 10 s to climb a 10 cm distance. This procedure was repeated five times (five chambers), and the number of flies that has remained into each chamber counted. The weighted performance was normalised for each genotype to the maximum possible score and expressed as climbing index^68^.

### Quantification and statistical analysis

Individual experimental values with average, mean ± SD or median values are presented. Statistical parameters, tests and significance, as well as number of replicates (*n*) can be found accompanying the respective data in figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Movie 1

Reporting Summary

## Data Availability

Sequencing data generated in this study have been deposited in the GEO and ArrayExpress databases under accession codes GSE179085 and E-MTAB-11292, respectively. CryoEM maps generated in this study have been deposited in the EMDB database under accession codes EMD-13965, EMD-13962, EMD-13963, EMD-13967 and EMD-13966. Atomic models generated in this study have been deposited in the PDB database under accession codes 7QH6 and 7QH7. The source data underlying all figures and supplementary figures are provided as a Source Data file. Any additional information required to reanalyse the data reported in this paper is available from the lead contact upon request. Source data are provided with this paper.

## Source data

Source Data

## Code availability

Original scripts used in the analysis of 2′-*O*-methylation of mitochondrial transcripts are presented in Supplementary Data 1. Custom R scripts used for RNA mass spectrometry analysis are property of Storm Therapeutics.

## References

[1] Jourdain AA, Boehm E, Maundrell K, Martinou J-C (2016). Mitochondrial RNA granules: Compartmentalizing mitochondrial gene expression. J. Cell Biol..

[2] Antonicka H, Shoubridge EA (2015). Mitochondrial RNA granules are centers for posttranscriptional RNA processing and ribosome biogenesis. Cell Rep..

[3] Bogenhagen DF, Martin DW, Koller A (2014). Initial steps in RNA processing and ribosome assembly occur at mitochondrial DNA nucleoids. Cell Metab..

[4] Brown A (2014). Structure of the large ribosomal subunit from human mitochondria. Science.

[5] Petrov AS (2019). Structural patching fosters divergence of mitochondrial ribosomes. Mol. Biol. Evol..

[6] Amunts A, Brown A, Toots J, Scheres SHW, Ramakrishnan V (2015). The structure of the human mitochondrial ribosome. Science.

[7] Sharma MR (2003). Structure of the mammalian mitochondrial ribosome reveals an expanded functional role for its component proteins. Cell.

[8] Rorbach J (2016). Human mitochondrial ribosomes can switch their structural RNA composition. Proc. Natl Acad. Sci..

[9] Rebelo-Guiomar P, Powell CA, Van Haute L, Minczuk M (2019). The mammalian mitochondrial epitranscriptome. Biochim. Biophys. Acta—Gene Regul. Mech..

[10] Lee K-W, Okot-Kotber C, LaComb JF, Bogenhagen DF (2013). Mitochondrial ribosomal RNA (rRNA) methyltransferase family members are positioned to modify nascent rRNA in foci near the mitochondrial DNA nucleoid. J. Biol. Chem..

[11] Rorbach J (2014). MRM2 and MRM3 are involved in biogenesis of the large subunit of the mitochondrial ribosome. Mol. Biol. Cell.

[12] Lee K-W, Bogenhagen DF (2014). Assignment of 2′-O-methyltransferases to modification sites on the mammalian mitochondrial large subunit 16 S ribosomal RNA (rRNA). J. Biol. Chem..

[13] Garone C (2017). Defective mitochondrial rRNA methyltransferase MRM2 causes MELAS-like clinical syndrome. Hum. Mol. Genet..

[14] Birkedal U (2015). Profiling of ribose methylations in RNA by high-throughput sequencing. Angew. Chem. Int. Ed..

[15] Marchand V, Blanloeil-Oillo F, Helm M, Motorin Y (2016). Illumina-based RiboMethSeq approach for mapping of 2′-O-Me residues in RNA. Nucleic Acids Res..

[16] Incarnato D (2017). High-throughput single-base resolution mapping of RNA 2΄-O-methylated residues. Nucleic Acids Res..

[17] Gattermann N (2004). Severe impairment of nucleotide synthesis through inhibition of mitochondrial respiration. Nucleosides Nucleotides Nucleic Acids.

[18] Pearce SF (2017). Maturation of selected human mitochondrial tRNAs requires deadenylation. Elife.

[19] Metodiev, M. D. et al. NSUN4 Is a dual function mitochondrial protein required for both methylation of 12S rRNA and coordination of mitoribosomal assembly. *PLoS Genet.*10.1371/journal.pgen.1004110 (2014).10.1371/journal.pgen.1004110PMC391628624516400

[20] Páleníková, P. et al. Quantitative density gradient analysis by mass spectrometry (qDGMS) and complexome profiling analysis (ComPrAn) R package for the study of macromolecular complexes. *Biochim. Biophys. Acta—Bioenerg.***1862** 148399 (2021).10.1016/j.bbabio.2021.148399PMC804779833592209

[21] Brown A (2017). Structures of the human mitochondrial ribosome in native states of assembly. Nat. Struct. Mol. Biol..

[22] Desai N (2020). Elongational stalling activates mitoribosome-associated quality control. Science.

[23] Zhong ED, Bepler T, Berger B, Davis JH (2021). CryoDRGN: reconstruction of heterogeneous cryo-EM structures using neural networks. Nat. Methods.

[24] Bügl H (2000). RNA methylation under heat shock control. Mol. Cell.

[25] Hager J, Staker BL, Bügl H, Jakob U (2002). Active site in RrmJ, a heat shock-induced methyltransferase. J. Biol. Chem..

[26] Tan J, Jakob U, Bardwell JCA (2002). Overexpression of two different GTPases rescues a null mutation in a heat-induced rRNA methyltransferase. J. Bacteriol..

[27] Lavdovskaia E (2018). The human Obg protein GTPBP10 is involved in mitoribosomal biogenesis. Nucleic Acids Res..

[28] Maiti P, Kim H-J, Tu Y-T, Barrientos A (2018). Human GTPBP10 is required for mitoribosome maturation. Nucleic Acids Res.

[29] Lavdovskaia E (2020). Dual function of GTPBP6 in biogenesis and recycling of human mitochondrial ribosomes. Nucleic Acids Res..

[30] Maiti P, Antonicka H, Gingras A-C, Shoubridge EA, Barrientos A (2020). Human GTPBP5 (MTG2) fuels mitoribosome large subunit maturation by facilitating 16S rRNA methylation. Nucleic Acids Res..

[31] Cipullo M (2021). Human GTPBP5 is involved in the late stage of mitoribosome large subunit assembly. Nucleic Acids Res.

[32] Beebe K (2020). Drosophila estrogen-related receptor directs a transcriptional switch that supports adult glycolysis and lipogenesis. Genes Dev..

[33] Da‐Ré C (2014). UCP4C mediates uncoupled respiration in larvae of Drosophila melanogaster. EMBO Rep..

[34] Gorman GS (2016). Mitochondrial diseases. Nat. Rev. Dis. Prim..

[35] Chandrasekaran V (2021). Visualizing formation of the active site in the mitochondrial ribosome. Elife.

[36] Cheng J, Berninghausen O, Beckmann R (2021). A distinct assembly pathway of the human 39S late pre-mitoribosome. Nat Commun..

[37] Cipullo M, Gesé GV, Khawaja A, Hällberg BM, Rorbach J (2021). Structural basis for late maturation steps of the human mitoribosomal large subunit. Nat. Commun..

[38] Lenarčič T (2021). Stepwise maturation of the peptidyl transferase region of human mitoribosomes. Nat. Commun..

[39] Hillen HS (2021). Structural basis of GTPase-mediated mitochondrial ribosome biogenesis and recycling. Nat. Commun..

[40] Arai T (2015). Single methylation of 23S rRNA triggers late steps of 50S ribosomal subunit assembly. Proc. Natl Acad. Sci..

[41] Sharma S, Lafontaine DLJ (2015). ‘View from a bridge’: a new perspective on eukaryotic rRNA base modification. Trends Biochem. Sci..

[42] Datta K, Fuentes JL, Maddock JR (2005). The yeast GTPase Mtg2p is required for mitochondrial translation and partially suppresses an rRNA methyltransferase Mutant, mrm2. Mol. Biol. Cell.

[43] Sas-Chen, A., Nir, R. & Schwartz, S. mito-Ψ-Seq: a high-throughput method for systematic mapping of pseudouridine within mitochondrial RNA. *Methods Mol. Biol.***2192**, 103–115 (2021).10.1007/978-1-0716-0834-0_933230769

[44] Shishkin AA (2015). Simultaneous generation of many RNA-seq libraries in a single reaction. Nat. Methods.

[45] Engreitz JM (2013). The Xist lncRNA exploits three-dimensional genome architecture to spread across the X chromosome. Science.

[46] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[47] Garcia-Campos MA (2019). Deciphering the “m6A Code” via antibody-independent quantitative profiling. Cell.

[48] García-Campos, M. A. SchwartzLab/mazter_mine: Minor update. 10.5281/ZENODO.3581426 (2019).

[49] Kirby, D. M., Thorburn, D. R., Turnbull, D. M. & Taylor, R. W. Biochemical assays of respiratory chain complex activity. *Methods Cell Biol.***80**, 93–119 (2007).10.1016/S0091-679X(06)80004-X17445690

[50] Fernandez-Vizarra, E. & Zeviani, M. Blue-native electrophoresis to study the OXPHOS complexes. *Methods Mol. Biol.***2192**, 287–311 (2021).10.1007/978-1-0716-0834-0_2033230780

[51] Schindelin J (2012). Fiji: an open-source platform for biological-image analysis. Nat. Methods.

[52] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol..

[53] Naydenova K, Russo CJ (2017). Measuring the effects of particle orientation to improve the efficiency of electron cryomicroscopy. Nat. Commun..

[54] Zivanov J, Nakane T, Scheres SHW (2020). Estimation of high-order aberrations and anisotropic magnification from cryo-EM data sets in RELION -3.1. IUCrJ.

[55] Zivanov J (2018). New tools for automated high-resolution cryo-EM structure determination in RELION-3. Elife.

[56] Zheng SQ (2017). MotionCor2: anisotropic correction of beam-induced motion for improved cryo-electron microscopy. Nat. Methods.

[57] Rohou A, Grigorieff N (2015). CTFFIND4: fast and accurate defocus estimation from electron micrographs. J. Struct. Biol..

[58] Punjani A, Rubinstein JL, Fleet DJ, Brubaker M (2017). A. cryoSPARC: algorithms for rapid unsupervised cryo-EM structure determination. Nat. Methods.

[59] Pettersen EF (2004). UCSF Chimera?A visualization system for exploratory research and analysis. J. Comput. Chem..

[60] Emsley P, Lohkamp B, Scott WG, Cowtan K (2010). Features and development of Coot. Acta Crystallogr. D: Biol. Crystallogr..

[61] Adams PD (2010). PHENIX: a comprehensive Python-based system for macromolecular structure solution. Acta Crystallogr. D: Biol. Crystallogr..

[62] Chen VB (2010). MolProbity: all-atom structure validation for macromolecular crystallography. Acta Crystallogr. D: Biol. Crystallogr..

[63] Pettersen EF (2021). UCSF ChimeraX: Structure visualization for researchers, educators, and developers. Protein Sci..

[64] Röst HL (2016). OpenMS: a flexible open-source software platform for mass spectrometry data analysis. Nat. Methods.

[65] Wein S (2020). A computational platform for high-throughput analysis of RNA sequences and modifications by mass spectrometry. Nat. Commun..

[66] Weisser H, Choudhary JS (2017). Targeted feature detection for data-dependent shotgun proteomics. J. Proteome Res..

[67] Pfaffl MW (2001). A new mathematical model for relative quantification in real-time RT-PCR. Nucleic Acids Res..

[68] Greene JC (2003). Mitochondrial pathology and apoptotic muscle degeneration in Drosophila parkin mutants. Proc. Natl Acad. Sci..

[69] Dong, A. et al. Crystal structure of human FtsJ homolog 2 (E.coli) protein in complex with S-adenosylmethionine. 10.2210/pdb2NYU/pdb (2006).

# Supplementary material for: A late-stage assembly checkpoint of the human mitochondrial ribosome large subunit
**Source:** Nat Commun. 2022 Feb 17;13:929. doi: 10.1038/s41467-022-28503-5
**Supplement:** Supplementary file 1 — Supplementary Information

SUPPLEMENTARY INFORMATION FOR:

A late-stage assembly checkpoint of the human mitochondrial ribosome large subunit

Pedro Rebelo-Guiomar¹, Simone Pellegrino^{2,3,4}, Kyle C. Dent^{2,3,4,8}, Aldema Sas-Chen^{5,8}, Leonor Miller-Fleming¹, Caterina Garone^{1,8}, Lindsey Van Haute¹, Jack F. Rogan⁶, Adam Dinan⁷, Andrew E. Firth⁷, Byron Andrews⁶, Alexander J. Whitworth¹, Schraga Schwartz⁵, Alan J. Warren^{2,3,4}, Michal Minczuk^{1,9}

⁶ STORM Therapeutics Limited, Babraham Research Campus, Moneta Building, Cambridge, CB22 3AT, United Kingdom.

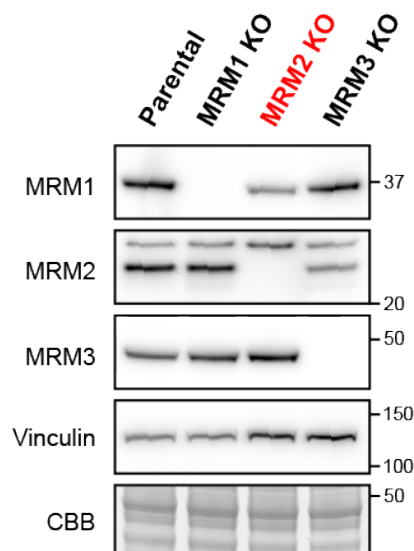

Supplementary Fig. 1 | Validation of the MRM1, MRM2, and MRM3 knock-out cell lines. Immunodetection of the three mitochondrial 2'-O-methyltransferases in cellular lysates from parental and each of the knock-out cell lines. Molecular weights of protein standards are presented in kDa to the right of each blot. Coomassie brilliant blue (CBB) staining is shown as a loading indicator. This experiment was replicated twice with similar results.

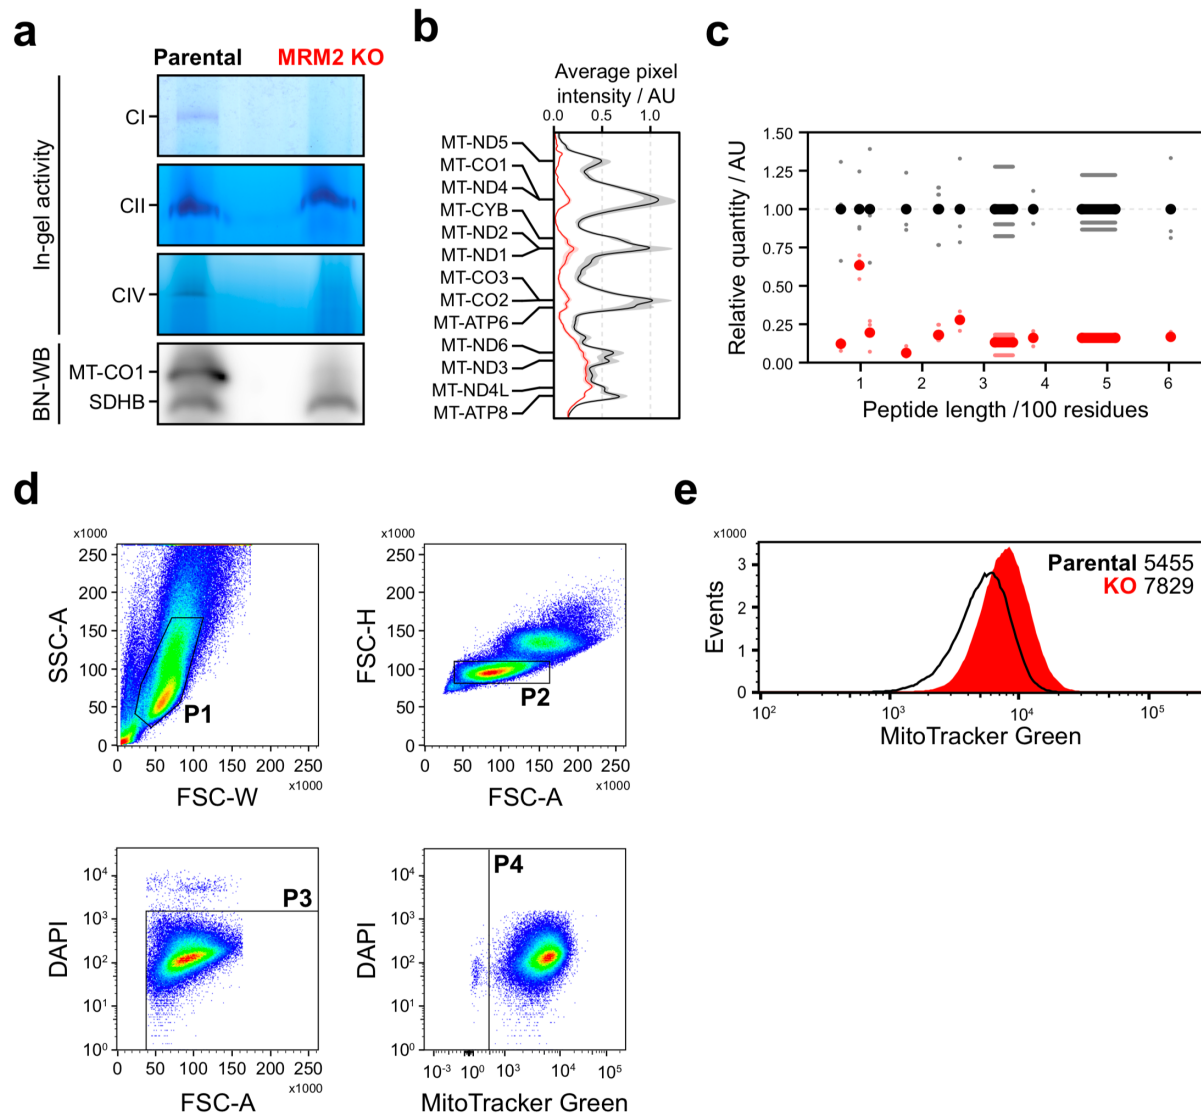

Supplementary Fig. 2 | Investigation of synthesis, assembly and activity of OxPhos complexes in the absence of MRM2. **a**, NADH oxidase (CI), succinate oxidase (CII) and cytochrome *c* oxidase (CIV) activities evaluated in cell extracts. Steady-state levels of complexes IV (MT-CO1) and II (SDHB) were evaluated by immunoblotting of cellular contents separated in near-native conditions. This experiment was replicated twice with similar results. **b**, Average profile of mtDNA-encoded proteins observed in Fig. 3b ($n = 3$). Traces from parental and MRM2-depleted samples are presented in black and red, respectively. **c**, Quantification of mtDNA-encoded proteins from metabolic labelling (Fig. 3b) plotted against their peptide length. Datapoints (small dots) and corresponding mean values ($n = 3$, larger solid dots) representing samples from parental and MRM2-depleted cells are presented in black and red, respectively. **d**, Flow cytometric assessment of mitochondrial mass (P1: cells; P2: singlets; P3: viable cells; P4: cells stained with

MitoTracker Green). All plot axes represent fluorescence intensity in arbitrary fluorescence units. **e**, MitoTracker Green fluorescence intensity was assessed in events gated in P4 (shown in the top right corner for each cell line), and the resulting histogram is shown. Source data are provided as a Source Data file.

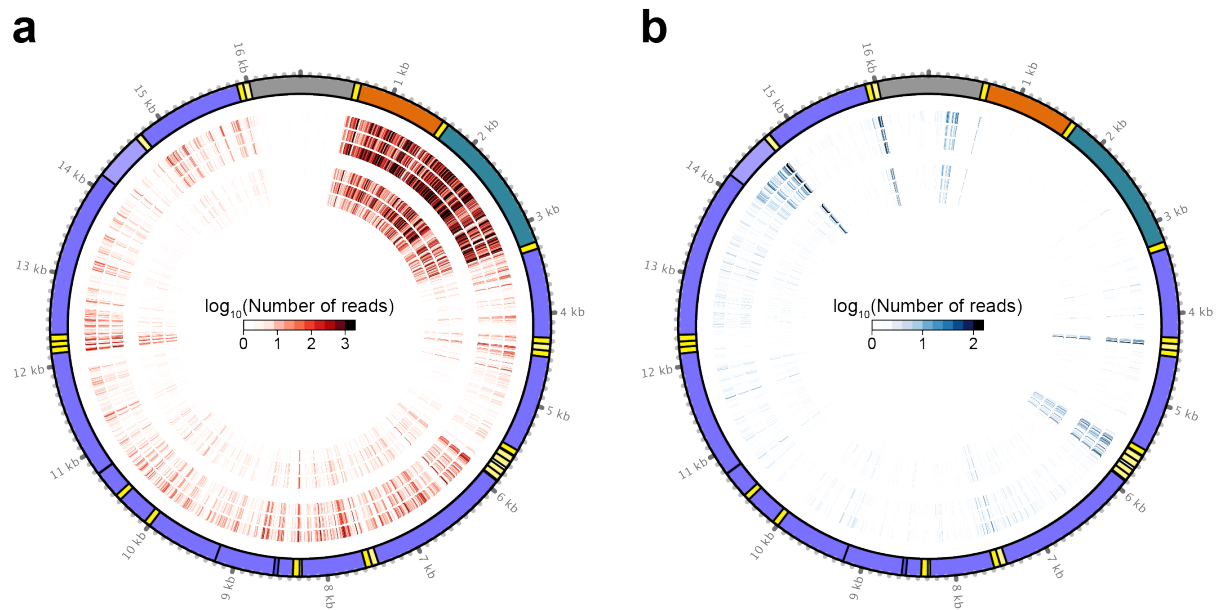

Supplementary Fig. 3 | Distribution of ribosomal occupancy along mitochondrial transcripts. Overview of the mitochondrial ribosome footprints mapped to the mitochondrial reference sequence. **a**, Heavy-strand promoter- and **b**, light-strand promoter- derived reads. The 5' read ends from the triplicate parental samples are presented in the three outer rings and those from MRM2 knock-out samples are presented in the three inner rings. The mitochondrial transcriptome is represented in a circular plot to facilitate visual comprehension. Yellow: mt-tRNAs, purple: mt-mRNAs, orange: 12S mt-rRNA, teal: 16S mt-rRNA, grey: D-loop. Transcripts encoded in the anti-sense strand are represented in the circular ideogram as lighter crown arcs. Mitoribosome occupancy is presented for each mitochondrial transcript in Fig. 3c.

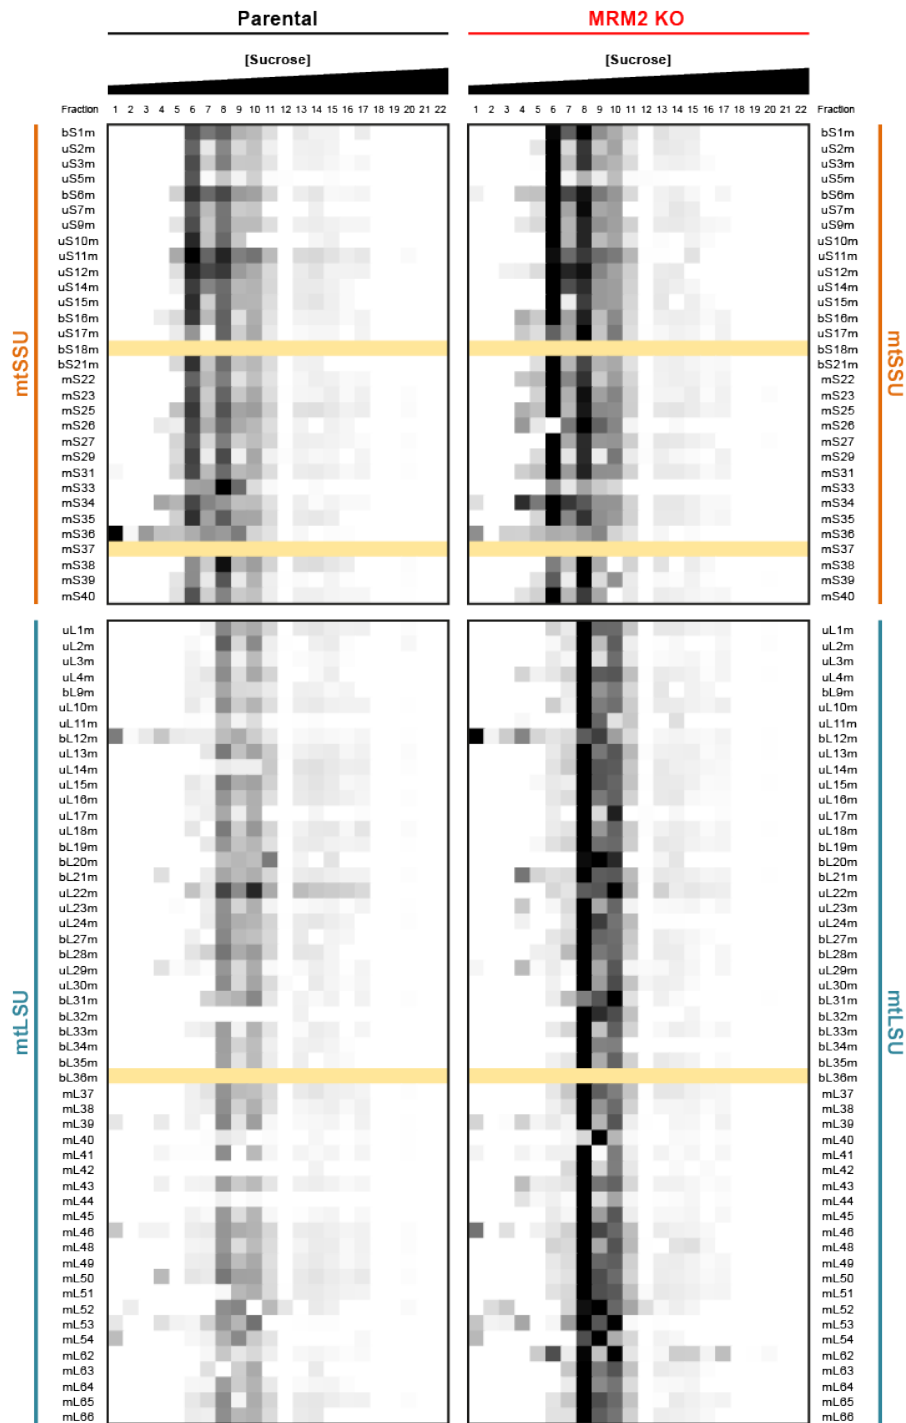

Supplementary Fig. 4 | Proteomic characterisation of mitoribosome components. Heatmap of the quantitative profile of mitoribosomal proteins in fractions collected from a continuous sucrose density gradient where mitochondrial extracts were resolved. The profile of each detected protein is coloured according to their abundance in each fraction (low to high abundance is coloured from white to black, respectively). Proteins for which no peptides were detected in parental and *MRM2* knock-out samples are shown in yellow. A summary of these results is presented in Fig. 4.

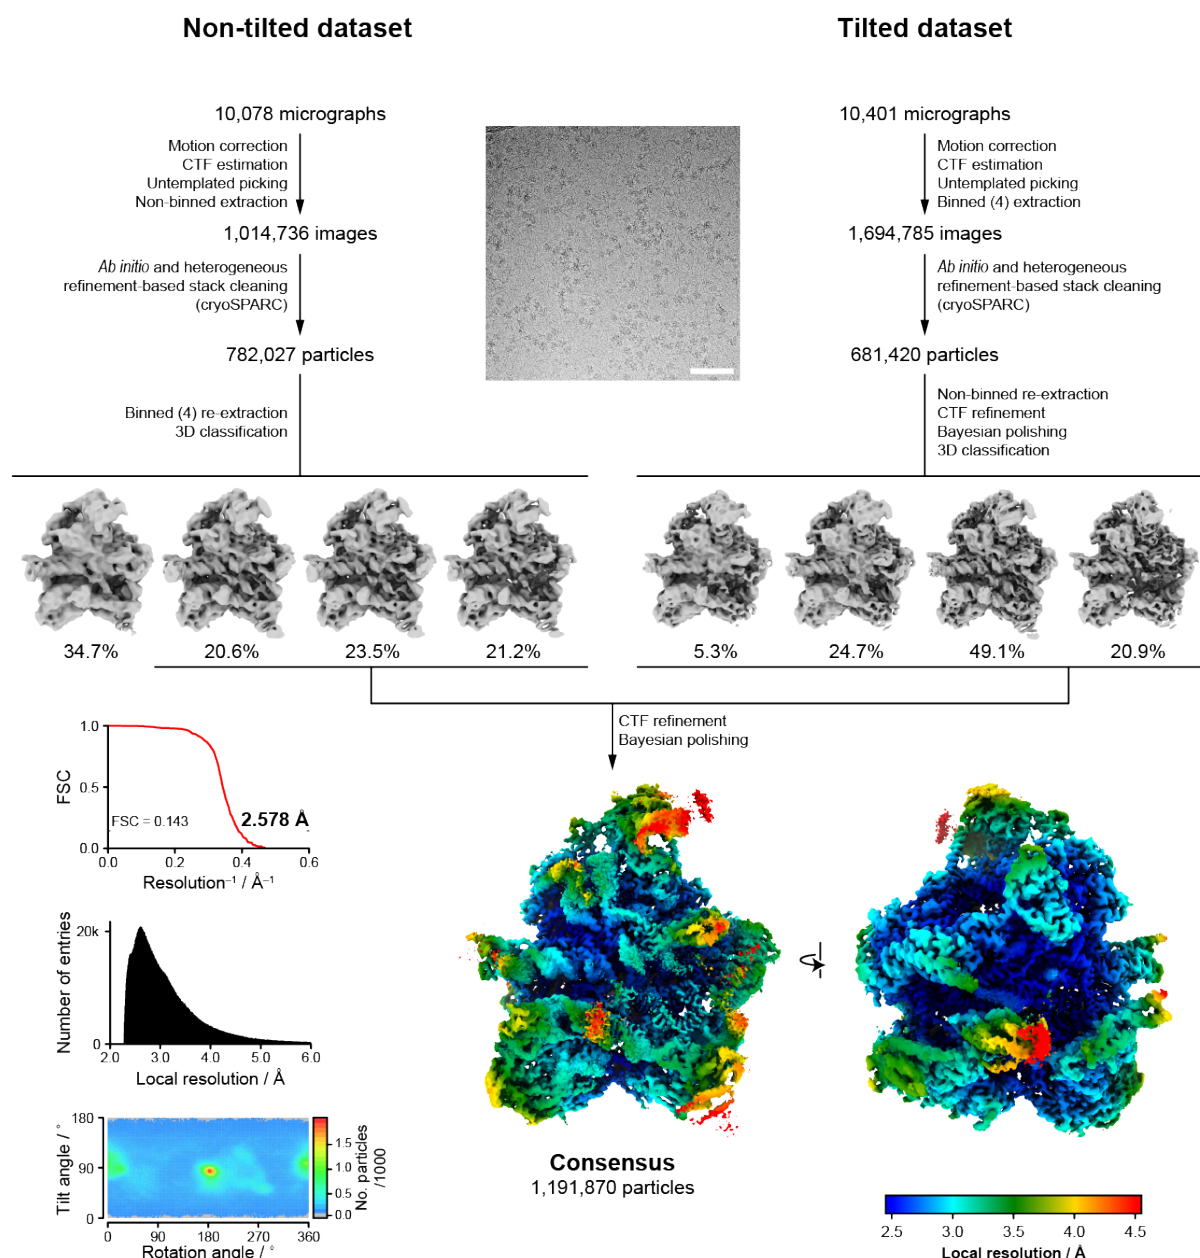

Supplementary Fig. 5 | CryoEM data processing workflow. Processing strategy is presented for the collected datasets when worked separately, and after being merged. An example micrograph is shown (scale bar: 100 nm), as well as the outcome maps of key classification steps (particle distribution is presented as percentages below the map of each class) and final consensus maps (coloured by local resolution). Fourier shell correlation (FSC), local resolution distribution and angular distribution are presented in their respective plots. Related to Fig. 5a.

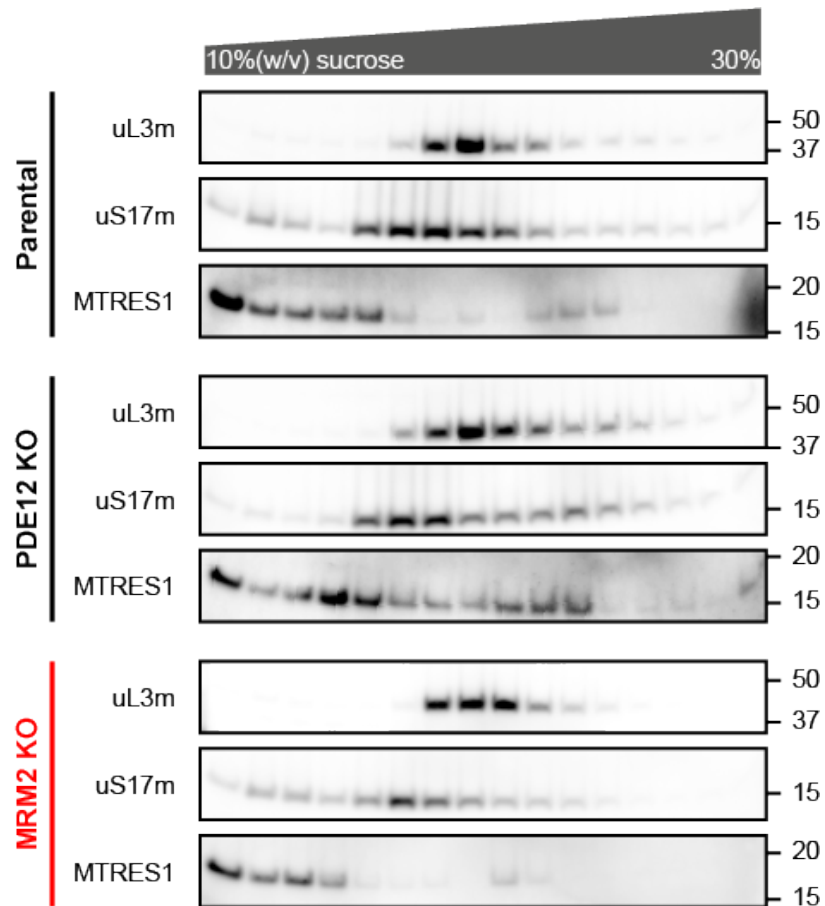

Supplementary Fig. 6 | Investigation of the presence of mtLSU-associated recycling factors. Immunoblot profile of mtLSU (uL3m), mtSSU (uS17m) and the recycling factor MTRES1 along a continuous density gradient. Molecular weights of protein standards are presented in kDa to the right of each blot. This experiment was replicated twice with similar results.

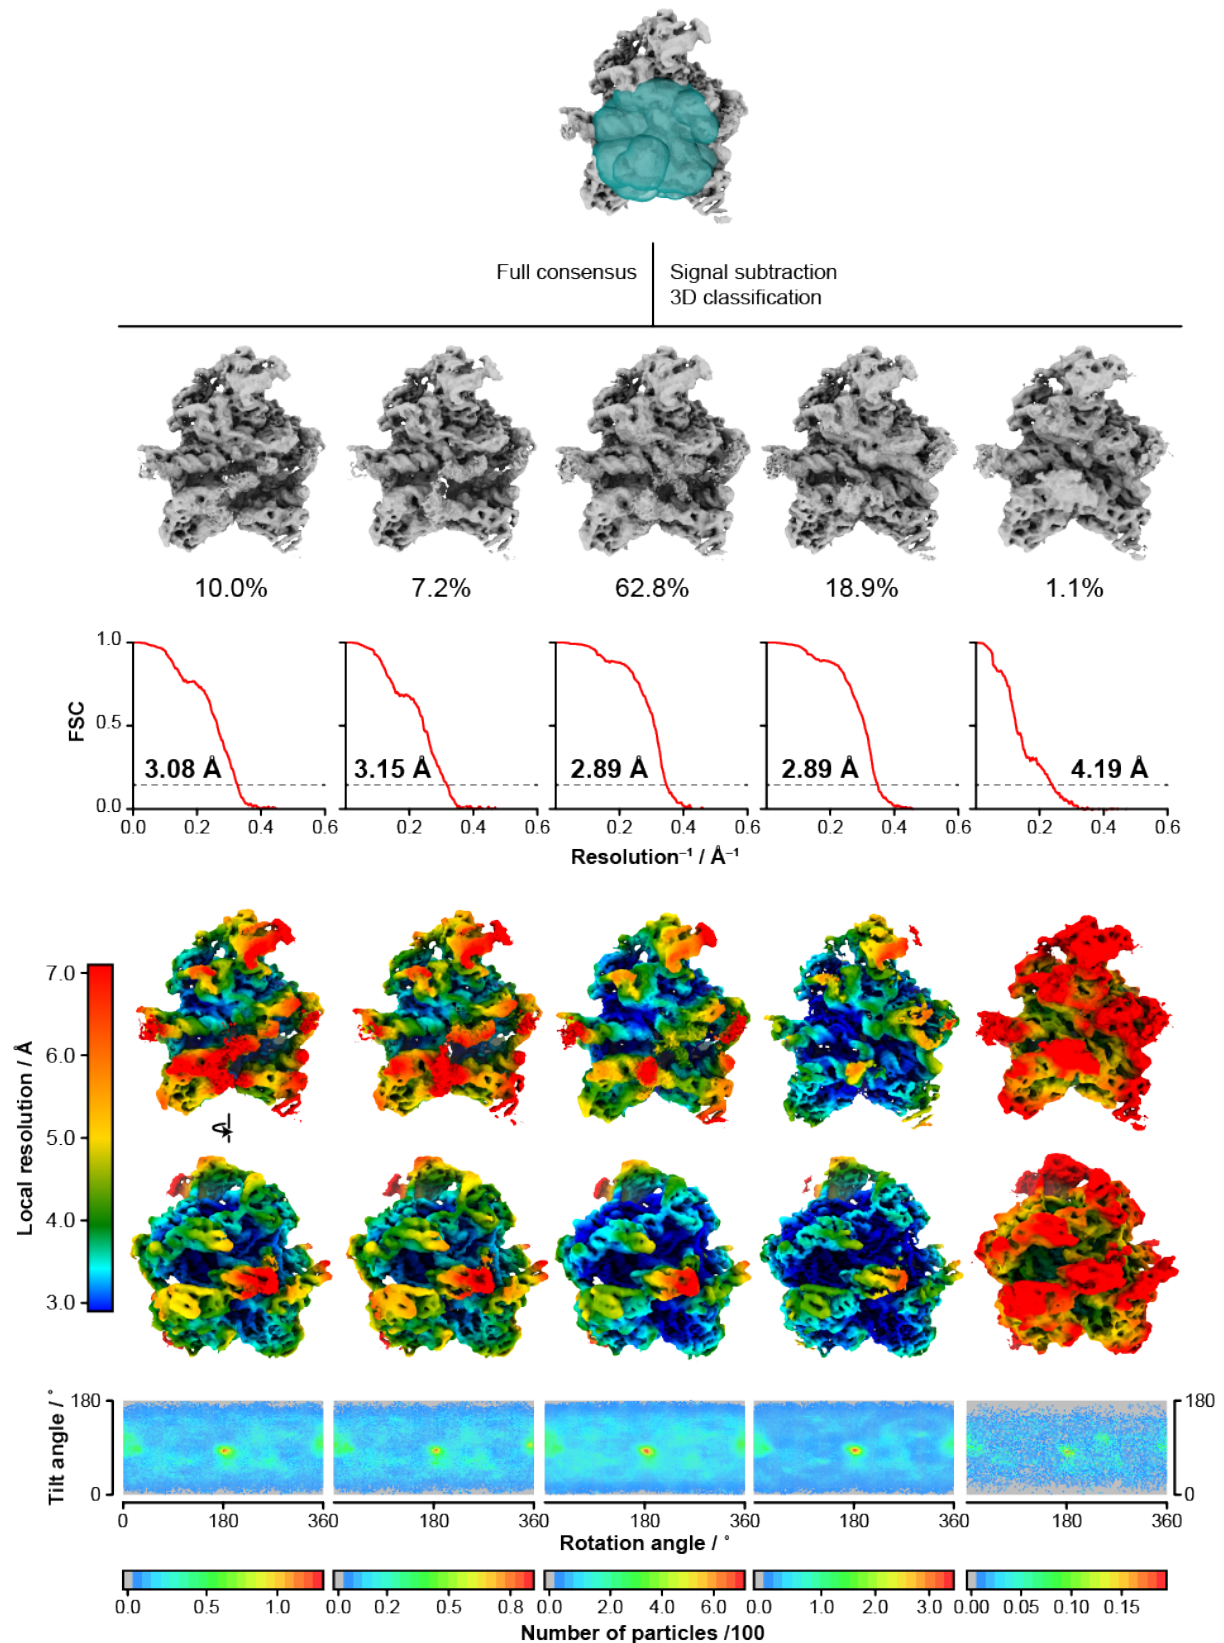

Supplementary Fig. 7 | Details of the focused classification on the intersubunit interface. A mask containing the intersubunit interface (teal surface) was used to perform signal subtraction. Classification (T=300) of the resulting signal generates the five presented classes (state 1 to 5 from left to right; particle distribution is presented

as percentages below the map of each class). Fourier shell correlation (FSC), surface colouring by local resolution (top: intersubunit interface view; bottom: 180° turn, peptide exit tunnel view), and angular distribution are presented. Overall resolution of each map is presented for FSC=0.143 (dashed line). Related to Fig. 5b.

a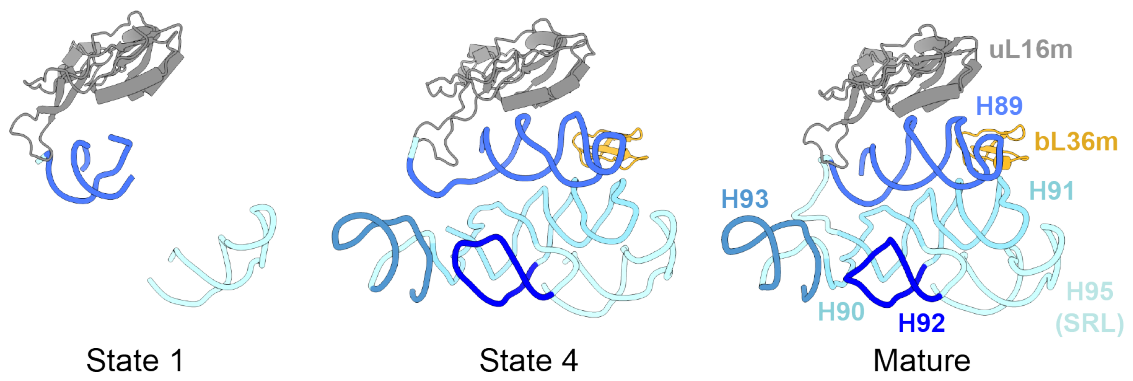**b**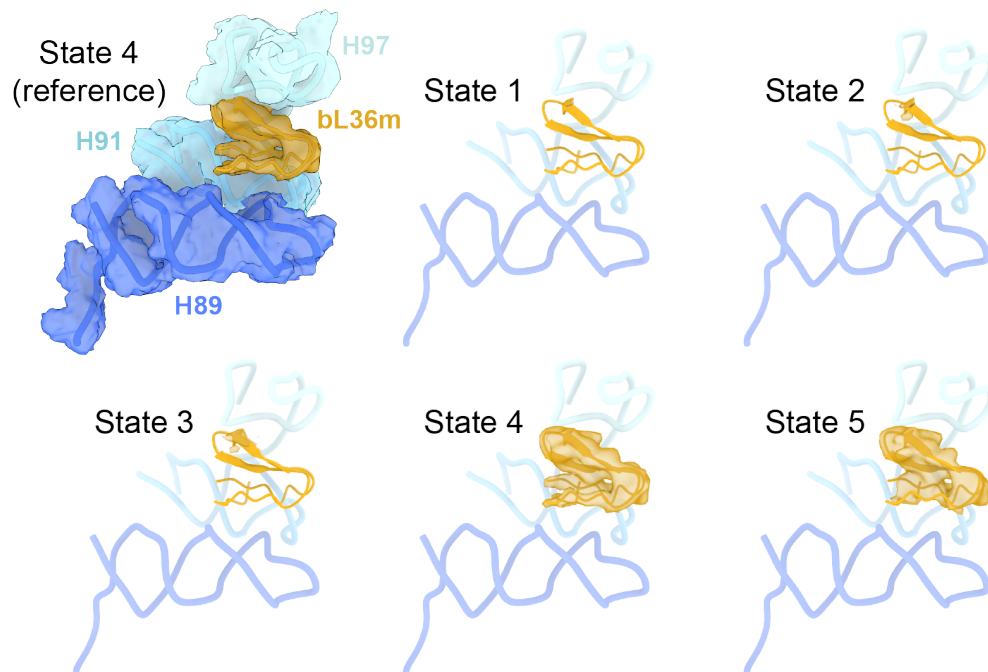**c**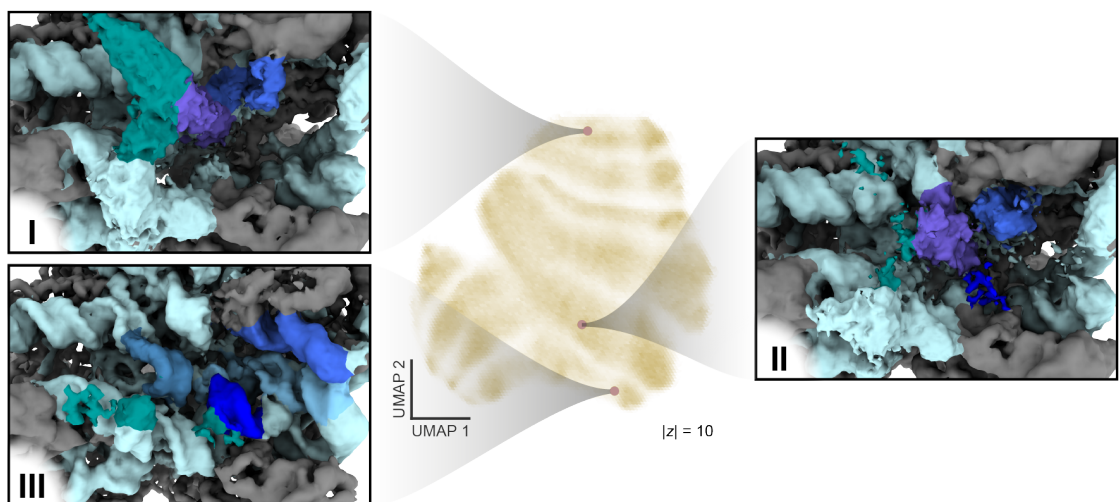

Supplementary Fig. 8 | Inspection of heterogeneity of mtLSU intersubunit interface components. **a**, Conformational and compositional heterogeneity of H89-93, H95 (containing the sarcin–ricin loop, SRL) and associated ribosomal proteins. Comparison of the modelled assembly intermediate states with the structure of the mature mtLSU (PDB 3J9M). **b**, Evaluation of bL36m density (dark orange surface) across the different mtLSU conformation states. The model of state 4 is shown for all states merely as a guide for the expected (states 1-3) or actual (states 4 and 5) location of H89 and bL36m. H91 (domain V) and H97 (domain IV) are shown as proximal interactors of bL36m in the L7/L12 stalk. **c**, Recapitulation of structural intermediates using a neural network approach (cryoDRGN). Uniform manifold approximation and projection (UMAP) representation of the latent space is shown (centre), alongside highlighted representations of selected cluster centres (left and right). Latent space exploration is shown in greater extension in Supplementary Movie 1. Surfaces and ribbons are presented with the same colour code as Fig. 5a.

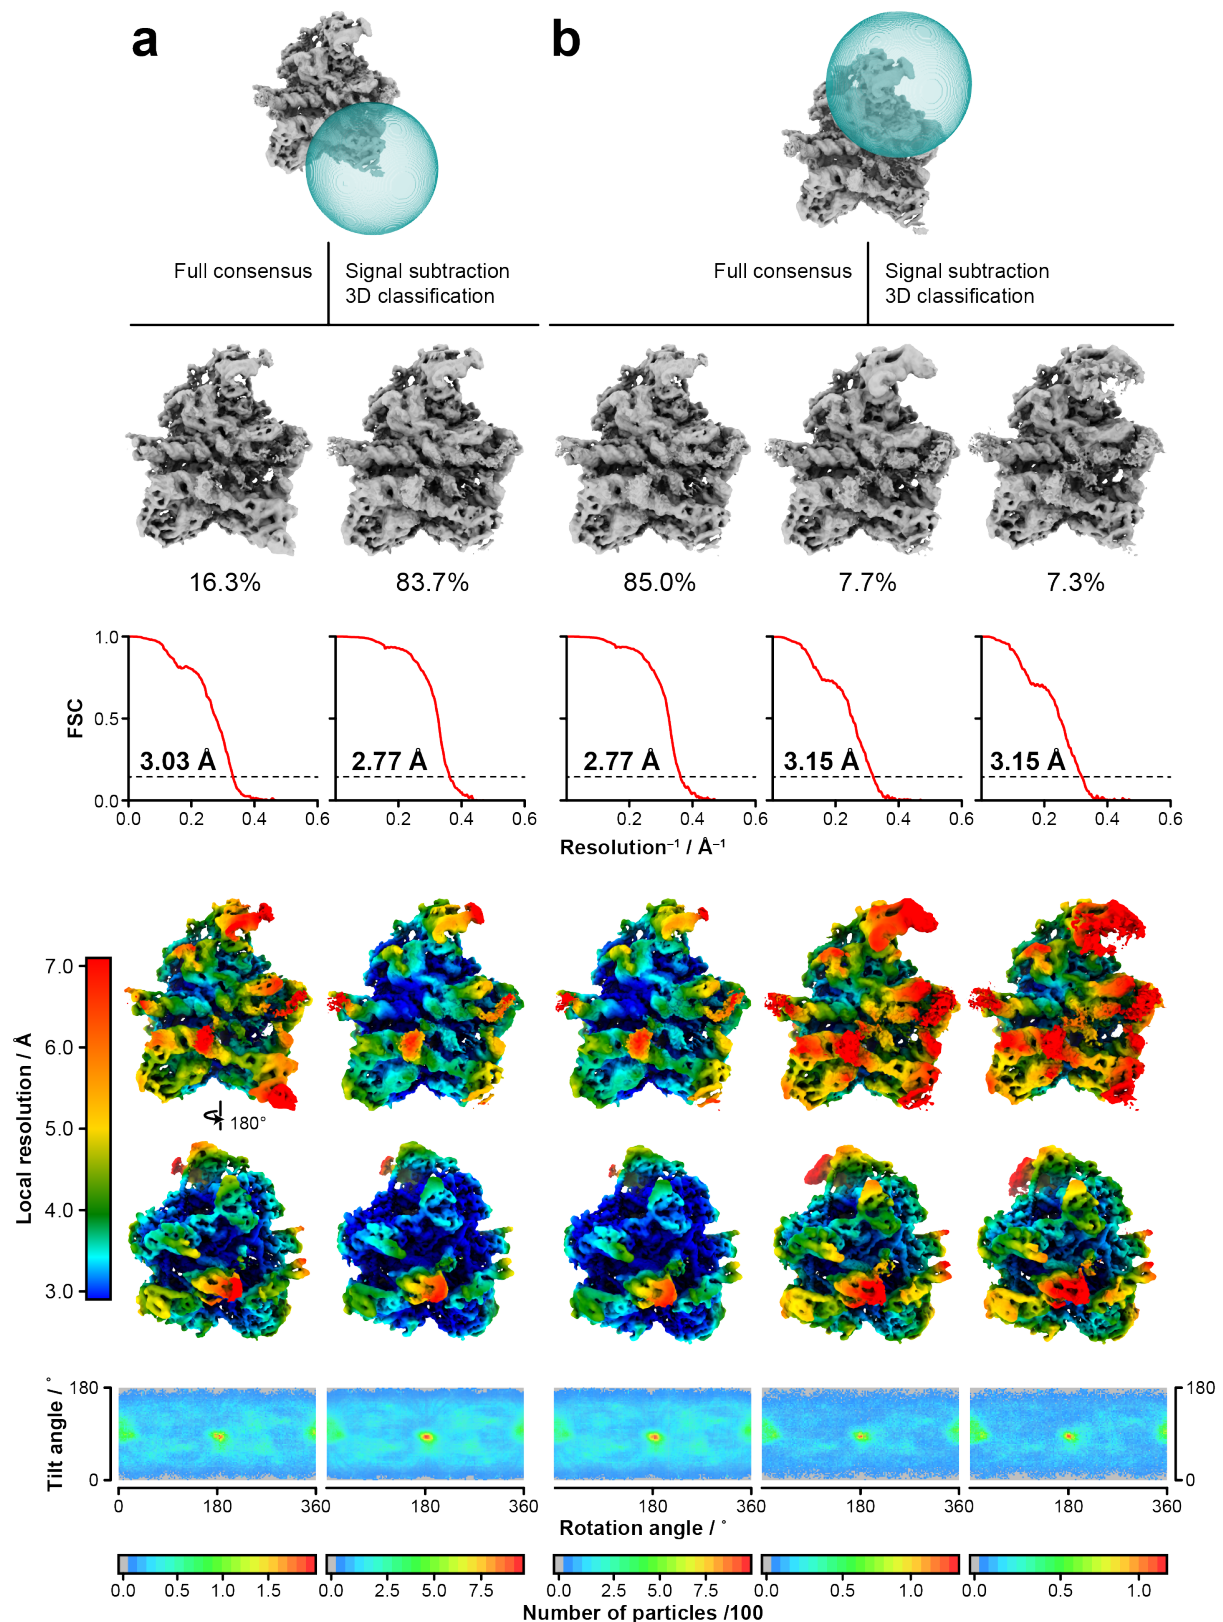

Supplementary Fig. 9 | Details of the focused classification on additional mtLSU regions. Masks (teal surface) containing **a**, the MALSU1:L0R8F8:mtACP module or **b**, the central protuberance were used to perform signal subtraction. Classification (T=300 for MALSU1 module, T=50 for central protuberance) of the resulting signal

generates the presented classes (particle distribution is presented as percentages below the map of each class). Fourier shell correlation (FSC), surface colouring by local resolution (top: intersubunit interface view; bottom: 180° turn, peptide exit tunnel view), and angular distribution are presented. Overall resolution of each map is presented for FSC=0.143 (dashed line).

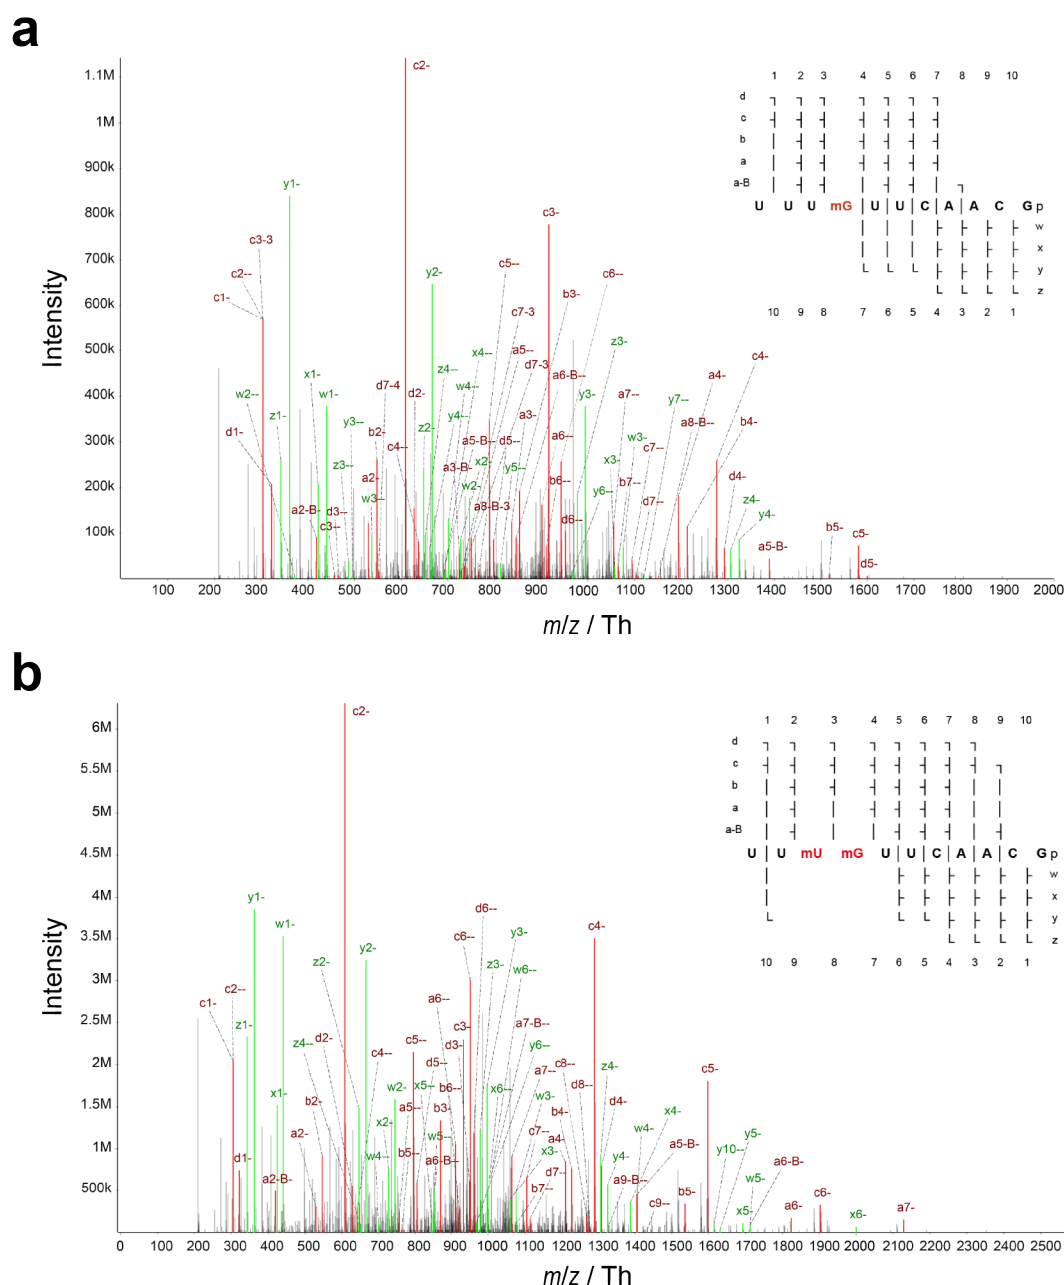

Supplementary Fig. 10 | Mass spectrometric characterisation of 16S mt-rRNA oligonucleotides. Annotated RNA MS2 fragmentation spectra from RNase T1 cleavage products of **a**, U3039/Gm3040 (maximum ion score: 198.87; Q value: 0) and **b**, Um3039/Gm3040 (maximum ion score: 220.06; Q value: 0) modified 16S mt-rRNA. Scores were generated during assignment by NucleicAcidSearchEngine. Related to Fig. 6b.

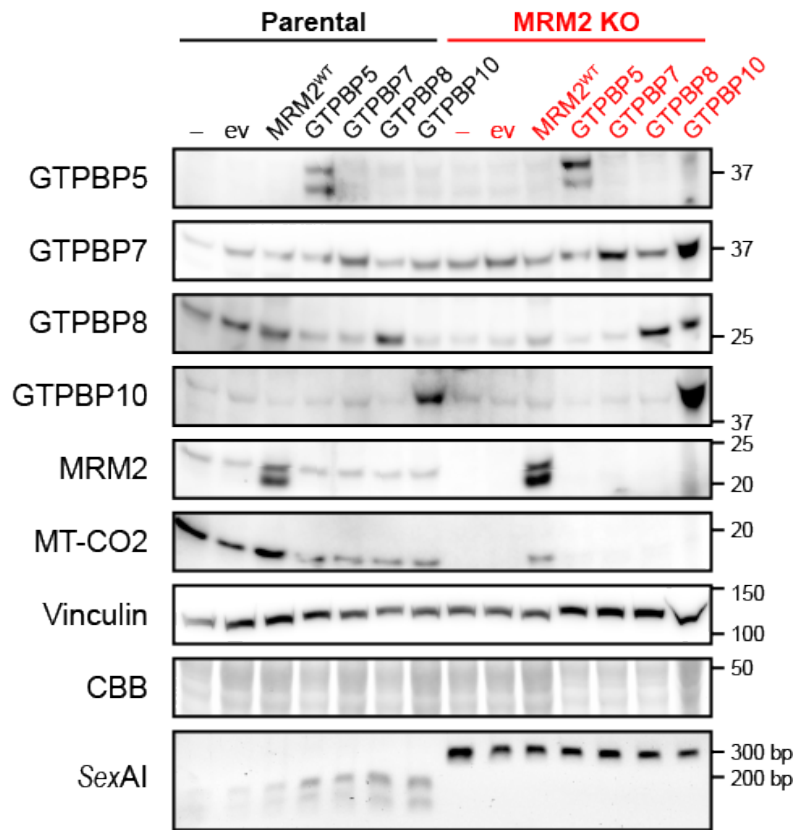

Supplementary Fig. 11 | Investigation on the functional rescue of mitochondrial translation in MRM2-depleted cells by mitochondrial GTPBPs. Immunoblot evaluation of functional rescue of mitochondrial translation in cell lines complemented with wild-type MRM2 (MRM2^{WT}), as well as GTPBP5/MTG2, GTPBP7/MTG1, GTPBP8 and GTPBP10. Molecular weights of protein standards are presented in kDa to the right of each blot. Coomassie brilliant blue (CBB) staining is shown as a loading indicator. For each cell line, electrophoretically separated SexAI-digested amplicons of the genomic *MRM2* locus targeted for gene editing are presented. This experiment was replicated twice with similar results.

Supplementary Table 1 | CryoEM data collection parameters.

	**Non-tilted<br>data collection**	**Tilted<br>data collection**
**Data collection and processing**		
Microscope	Titan Krios	Titan Krios
Detector	Falcon 3EC	Falcon 3EC
Magnification	75,000x	75,000x
Voltage (kV)	300	300
Electron exposure (e ⁻ Å ⁻²)	52.5	52.1
Defocus range (μm)	-2.6 to -1.0	-2.2 to -1.4
Pixel size (Å)	1.06	1.06
Stage tilt (°)	0	-20
Initial particle images (no.)	1,014,736	1,694,785
Final particle images (no.)	510,450	681,420

Supplementary Table 2 | Materials and resources.

**MATERIAL / RESOURCE**	**SOURCE**	**IDENTIFIER**
Mouse monoclonal anti- β -actin	Sigma-Aldrich	A2228
Rabbit polyclonal anti-GTPBP5	Atlas Antibodies	HPA047379
Rabbit polyclonal anti-GTPBP7	Atlas Antibodies	HPA037827
Rabbit polyclonal anti-GTPBP8	Atlas Antibodies	HPA034831
Rabbit polyclonal anti-GTPBP10	Atlas Antibodies	HPA021076
Rabbit polyclonal anti-MRM1	Atlas Antibodies	HPA021598
Mouse monoclonal anti-MRM2	MyBioSource	MBS120390
Rabbit polyclonal anti-MRM3	Atlas Antibodies	HPA022534
Mouse monoclonal anti-MT-CO1	Abcam	ab14705
Mouse monoclonal anti-MT-CO2	Abcam	ab110258
Rabbit polyclonal anti-MTRES1	Atlas Antibodies	HPA049535
Mouse monoclonal anti-SDHB	Abcam	ab14714
Mouse monoclonal anti-TOM22	Abcam	ab10436
Rabbit polyclonal anti-uL3m	Proteintech	16584-1-AP
Rabbit polyclonal anti-uS17m	Proteintech	18881-1-AP
Mouse monoclonal anti-Vinculin	Sigma-Aldrich	V4505
Rabbit polyclonal anti-COX4	Kindly provided by Edward Owusu-Ansah	(Murari <i>et al.</i> , 2020)
Rabbit polyclonal anti-mt:ND1	Kindly provided by Edward Owusu-Ansah	(Murari <i>et al.</i> , 2020)
Mouse monoclonal anti-PDHA1	Abcam	ab110334
Rabbit polyclonal anti-SDHA	Kindly provided by Edward Owusu-Ansah	(Murari <i>et al.</i> , 2020)
Rabbit polyclonal anti-UQCR-C2	Kindly provided by Edward Owusu-Ansah	(Murari <i>et al.</i> , 2020)
Goat anti-mouse IgG (H+L), HRP Conjugate	Promega	W4021
Goat anti-rabbit IgG (H+L), HRP Conjugate	Promega	W4011
Acetonitrile	Romil	H049
Acid-Phenol:Chloroform, pH 4.5, with IAA, 125:24:1	Invitrogen	AM9720
Ammonium bicarbonate	Fluka	09830
Antimycin A	Sigma-Aldrich	A8674
L-arginine	Sigma-Aldrich	A8094
$^{13}\text{C}_6$, $^{15}\text{N}_4$ -L-arginine	Sigma-Aldrich	608033
BAM15	Tim Tec	ST056388
Benzonase	Merk Millipore	70746
Bovine Serum Albumin (BSA)	VWR	A8674
Catalase	Sigma-Aldrich	C9322
Chloramphenicol	Alfa Aesar	B20841
cOmplete EDTA-free Protease Inhibitor Cocktail	Roche	11873580001
cOmplete Protease Inhibitor Cocktail	Roche	11697498001
Cycloheximide	TOKU-E	C001
Cytochrome c	Sigma-Aldrich	C7752
L-cystine dihydrochloride	Alfa Aesar	J62292
3,3'-diaminobenzidine tetrahydrochloride hydrate	Sigma-Aldrich	D5637
Dialysed Fetal Bovine Serum	Sigma-Aldrich	F0392
Dithiothreitol (DTT)	Melford	MB1015
DMEM for SILAC	Thermo Scientific	A33822
DMEM, high glucose, GlutaMAX Supplement, pyruvate	Gibco	31966047
DMEM, high glucose, no methionine, no cystine	Gibco	21013024

DMEM, high glucose, no sodium bicarbonate, powder	Sigma-Aldrich	D7777
DMEM, no glucose	Gibco	11966025
n-dodecyl- β -D-maltoside (DDM)	Sigma-Aldrich	D4641
Emetine	Sigma-Aldrich	E2375
Ethanol	Sigma-Aldrich	32221
Fetal Bovine Serum	Gibco	10270106
Formic acid	VWR	450122M
FuGENE 6 Transfection Reagent	Promega	E2691
Galactose	Sigma-Aldrich	G5388
Glucose	Sigma-Aldrich	G8270
GlutaMAX	Gibco	35050061
Hexafluoroisopropanol (HFIP)	Apollo Scientific	N/A
L-lysine	Sigma-Aldrich	L8662
$^{13}\text{C}_6$, $^{15}\text{N}_2$ -L-lysine	Cambridge Isotope Laboratories	CNLM-291-H-0.5
Magnesium chloride	Fisher Scientific	BP214
Mannitol	Sigma-Aldrich	M9546
Methanol	Fisher Scientific	A456-212
[^{35}S]-L-methionine	Perkin Elmer	NEG009L005MC
NADH	Roche	10107735001
Nitro blue tetrazolium	Sigma-Aldrich	N5514
Oligomycin	Sigma-Aldrich	O4876
L-proline	Sigma-Aldrich	P5607
Penicillin-Streptomycin	Gibco	15070063
Phenazine methosulfate	Sigma-Aldrich	P9625
Phenylmethylsulfonyl fluoride (PMSF)	Sigma-Aldrich	P7626
Poly-L-lysine	Sigma-Aldrich	P6282
Potassium chloride	Fisher Scientific	P/4280/53
Proteinase K	New England Biolabs	P8107S
Puromycin	InvivoGen	ant-pr
RNAse I	Thermo Scientific	EN0601
Rotenone	Sigma-Aldrich	R8875
Coomassie Brilliant Blue (SimplyBlue Safestain)	Invitrogen	LC6065
Sodium acetate	Fisher Scientific	S/2120/53
Sodium bicarbonate	Sigma-Aldrich	S5761
Sodium carbonate	VWR	102404H
Sodium chloride	Sigma-Aldrich	S3014
Sodium pyruvate	Gibco	11360070
Sodium succinate	Sigma-Aldrich	S2378
Sucrose	Sigma-Aldrich	S9378
SUPERase•In RNase Inhibitor	Invitrogen	AM2694
TRI Reagent	Sigma-Aldrich	T9424
Triethylamine (TEA)	VWR	N/A
Trypsin (sequencing grade)	Roche	11418475001
Triton X-100	Fluka	93420
TRIzol LS Reagent	Invitrogen	10296028
TRIzol reagent	Invitrogen	15596026
Uridine	Sigma-Aldrich	U3750
Water (UHPLC grade)	Fisher Scientific	W/0120/PB15
Bolt 4-12% Bis-Tris Plus gels	Invitrogen	NW04120BOX
Cell Line Nucleofector Kit V	Lonza	VCA-1003

CompoZr Knockout Zinc Finger Nucleases: FTSJ2	Sigma-Aldrich	CKOZFND8984-1KT
CyQUANT Cell Proliferation Assay Kit	Thermo Fisher Scientific	C7026
ECL Prime Western Blotting Detection Reagent	Amersham	RPN2232
FastAP Thermosensitive Alkaline Phosphatase	Thermo Scientific	EF0651
Maxima H Minus cDNA Synthesis Master Mix	Thermo Scientific	M1661
PowerUp SYBR Green Master Mix	Applied Biosystems	A25741
Ribo-Zero Gold Kit	Illumina	MRZG126
RNA ScreenTape	Agilent	5067-5576
RNase T1	Sigma-Aldrich	N/A
Seahorse XFe96 Extracellular Flux Assay Kit	Agilent	102601-100
SexAI	New England Biolabs	R0605S
SuperScript III Reverse Transcriptase	Invitrogen	18080093
T4 DNA ligase	New England Biolabs	M0202S
T4 RNA ligase 1	New England Biolabs	M0204S
TruSeq Small RNA Library Preparation Kit	Illumina	RS-200-0012
TURBO DNA-free Kit	Invitrogen	AM1907
Turbo DNase	Invitrogen	AM2238
Human reference genome NCBI build 38, GRCh38.p13	Genome Reference Consortium	http://www.ncbi.nlm.nih.gov/projects/genome/assembly/grc/human/
Human mitochondrial revised Cambridge Reference Sequence, rCRS	GenBank	NCBI NC_012920.1
Transcriptome-wide analysis of 2'-O-methylation in human mitochondria	This paper	GEO: GSE179085
Mitochondrial ribosome footprinting	This paper	ArrayExpress E-MTAB-11292
Structure of a native assembly intermediate of the human mitochondrial ribosome with unfolded interfacial rRNA	(Brown <i>et al.</i> , 2017)	PDB: 5OOL
Intersubunit interface FCwSS, state 1 cryoEM map	This paper	EMDB EMD-13965
Intersubunit interface FCwSS, state 2 cryoEM map	This paper	EMDB EMD-13962
Intersubunit interface FCwSS, state 3 cryoEM map	This paper	EMDB EMD-13963
Intersubunit interface FCwSS, state 4 cryoEM map	This paper	EMDB EMD-13967
Intersubunit interface FCwSS, state 5 cryoEM map	This paper	EMDB EMD-13966
Intersubunit interface FCwSS, state 1 atomic coordinates	This paper	PDB 7QH6
Intersubunit interface FCwSS, state 4 atomic coordinates	This paper	PDB 7QH7
HEK 293T Flp-In T-REx	Invitrogen	R78007
HEK 293T Flp-In T-REx + empty vector	This paper	N/A
HEK 293T Flp-In T-REx + MRM2 WT	This paper	N/A
HEK 293T Flp-In T-REx + MRM2 K59A	This paper	N/A
HEK 293T Flp-In T-REx + MRM2 D154A	This paper	N/A
HEK 293T Flp-In T-REx + GTPBP5	This paper	N/A
HEK 293T Flp-In T-REx + GTPBP7	This paper	N/A
HEK 293T Flp-In T-REx + GTPBP8	This paper	N/A
HEK 293T Flp-In T-REx + GTPBP10	This paper	N/A

HEK 293T Flp-In T-REx MRM1 KO	Kindly provided by Aaron D'Souza	N/A
HEK 293T Flp-In T-REx MRM2 KO	This paper	N/A
HEK 293T Flp-In T-REx MRM2 KO + empty vector	This paper	N/A
HEK 293T Flp-In T-REx MRM2 KO + MRM2 WT	This paper	N/A
HEK 293T Flp-In T-REx MRM2 KO + MRM2 K59A	This paper	N/A
HEK 293T Flp-In T-REx MRM2 KO + MRM2 D154A	This paper	N/A
HEK 293T Flp-In T-REx MRM2 KO + GTPBP5	This paper	N/A
HEK 293T Flp-In T-REx MRM2 KO + GTPBP7	This paper	N/A
HEK 293T Flp-In T-REx MRM2 KO + GTPBP8	This paper	N/A
HEK 293T Flp-In T-REx MRM2 KO + GTPBP10	This paper	N/A
HEK 293T Flp-In T-REx MRM3 KO	Kindly provided by Joanna Rorbach	N/A
<i>D. melanogaster</i> : GAL4 under act5C promoter y[1] w[*]; P{w[+mC]=Act5C-GAL4}25FO1/CyO, y[+]	BDSC	4414
<i>D. melanogaster</i> : GAL4 under da promoter w[*]; Kr[lf-1]/CyO; P{w[+mW.hs]=GAL4-da.G32}UH1	BDSC	55850
<i>D. melanogaster</i> : GAL4 under Mef2 promoter y[1] w[*]; P{w[+mC]=GAL4-Mef2.R}3	BDSC	27390
<i>D. melanogaster</i> : GAL4 under nSyb promoter y[1] w[*]; P{w[+m*]=nSyb-GAL4.S}3	BDSC	51635
<i>D. melanogaster</i> : CG11447 RNAi w[1118]; P{GD7303}v16199	VDRC	v16199
<i>D. melanogaster</i> : lacZ RNAi w[1118]; P{GD936}v51446	VDRC	v51446
MRM2 Fw: ATCAGTTCACCTCCCCTCCT	Sigma-Aldrich	CKOZFND8984-1KT
MRM2 Rv: GAATCTGGTGCCTCTCGTTC	Sigma-Aldrich	CKOZFND8984-1KT
RNA adaptor 1: prArGrArUrCrGrGrArArGrArGrCrArCrArCrGrUrCd dC	Sigma-Aldrich	N/A
RT primer: AGACGTGTGCTCTTCCG	Sigma-Aldrich	N/A
Adaptor 2: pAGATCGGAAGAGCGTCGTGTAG3ddC	Sigma-Aldrich	N/A
DmMRM2 Fw: TGGTCAAGGTGTGGGATAATG	Sigma-Aldrich	N/A
DmMRM2 Rv: CGTTGCTCCTTTAAAGTTCCTG	Sigma-Aldrich	N/A
α Tub84B Fw: TGGGCCCGTCTGGACCACAA	Sigma-Aldrich	N/A
α Tub84B Rv: TCGCCGTCACCGGAGTCCAT	Sigma-Aldrich	N/A
pWPXLD:IRES:PuroR	Kindly provided by Ester Perales-Clemente and Ricardo Marco-Lázaro	(Perales-Clemente <i>et al.</i> , 2008)
pWPXLD:IRES:PuroR MRM2 WT	This paper	N/A
pWPXLD:IRES:PuroR MRM2 K59A	This paper	N/A
pWPXLD:IRES:PuroR MRM2 D154A	This paper	N/A
pWPXLD:IRES:PuroR GTPBP5	This paper	N/A
pWPXLD:IRES:PuroR GTPBP7	This paper	N/A
pWPXLD:IRES:PuroR GTPBP8	This paper	N/A
pWPXLD:IRES:PuroR GTPBP10	This paper	N/A
psPAX2	Addgene	#12260
pMD2.G	Addgene	#12259

STAR aligner	(Dobin <i>et al.</i> , 2013)	https://github.com/alexdobin/STAR/releases
bam2ReadEnds.R	(Garcia-Campos <i>et al.</i> , 2019)	(Garcia-Campos, 2019)
XCalibur 3.0.63	Thermo Scientific	N/A
Proteome Discoverer 1.4	Thermo Scientific	N/A
MaxQuant 1.5.8.3	Max Plank Institute of Biochemistry	https://www.maxquant.org/
Perseus	Max Plank Institute of Biochemistry	https://maxquant.net/perseus/
ImageJ	(Schindelin <i>et al.</i> , 2012)	https://imagej.nih.gov/ij/
FASTX-Toolkit	N/A	http://hannonlab.cshl.edu/fastx_toolkit/
bowtie, version 1	(Langmead <i>et al.</i> , 2009)	http://bowtie.cbcb.umd.edu/
RELION-3.1	(Zivanov <i>et al.</i> , 2018; Zivanov, Nakane and Scheres, 2020)	https://www3.mrc-lmb.cam.ac.uk/relion/
MotionCor2	(Zheng <i>et al.</i> , 2017)	http://msg.ucsf.edu/em/software/motioncor2.html
CTFFIND-4.1	(Rohou and Grigorieff, 2015)	http://grigoriefflab.janelia.org/ctf
cryoSPARC	(Punjani <i>et al.</i> , 2017)	https://cryosparc.com/
cryoEF	(Naydenova and Russo, 2017)	https://www.mrc-lmb.cam.ac.uk/crusso/cryoEF/
cryoDRGN	(Zhong <i>et al.</i> , 2021)	http://cb.csail.mit.edu/cb/cryodrgn/
<i>Coot</i>	(Emsley <i>et al.</i> , 2010)	https://www2.mrc-lmb.cam.ac.uk/personal/pemsley/coot/
PHENIX	(Adams <i>et al.</i> , 2010)	https://www.phenix-online.org/
MolProbity	(Chen <i>et al.</i> , 2010)	http://molprobity.biochem.duke.edu/
Chimera	(Pettersen <i>et al.</i> , 2004)	https://www.cgl.ucsf.edu/chimera/
ChimeraX	(Pettersen <i>et al.</i> , 2021)	https://www.cgl.ucsf.edu/chimerax/
OpenMS	(Röst <i>et al.</i> , 2016)	https://www.openms.de/
R	(R Core Team, 2014)	https://www.R-project.org/
NucleicAcidSearchEngine	(Wein <i>et al.</i> , 2020)	https://www.openms.de/comp/nase/
FeatureFinderID	(Weisser and Choudhary, 2017)	https://www.openms.de/
2200 TapeStation System	Agilent	N/A
Acclaim PepMap C18 reversed-phase column	Thermo Scientific	N/A
Acclaim PepMap C18 solid phase	Thermo Scientific	N/A
ÄKTAprius plus	GE Healthcare	N/A
Balch-type homogeniser	Isobiotec	N/A
Falcon 3EC Direct Electron Detector	FEI	N/A

Gradient Station	Biocomp	Part #153
HiSeq 4000 System	Illumina	N/A
Imager 680	Amersham	N/A
Incucyte ZOOM	Essen BioScience	N/A
NextSeq 500 System	Illumina	N/A
Nucleofector 2b Device	Lonza	AAB-1001
Optima MAX-XP Benchtop Ultracentrifuge	Beckman Coulter	N/A
Pellet pestles	Sigma-Aldrich	Z359971-1EA
ProXeon nanoLC1000 UPLC system	Thermo Scientific	N/A
Q Exactive HF mass spectrometer	Thermo Scientific	N/A
Q Exactive Plus electrospray mass spectrometer	Thermo Scientific	N/A
Quantifoil grid (Cu, 300 mesh, R2/2)	Agar Scientific	AGS173-2-100
QuantStudio 3 Real-Time PCR System	Applied Biosystems	A28567
Seahorse XF96 Extracellular Flux Analyzer	Agilent	N/A
Titan Krios	FEI	N/A
TLS-55 Swinging Bucket Rotor	Beckman Coulter	346936
Typhoon Biomolecular Imager	Amersham	N/A
Vitrobot Mark IV	FEI	N/A

Supplementary Table 3 | CryoEM map refinement and model validation statistics – consensus and intersubunit interface focused classification with signal subtraction.

Consensus	Intersubunit interface (FCwSS)				
	1	2	3	4	5
**Data processing**					
Number of particles	1,191,870	119,341	85,728	748,427	224,933
Symmetry imposed	C ₁	C ₁	C ₁	C ₁	C ₁
Map resolution (Å)	2.58	3.08	3.15	2.89	2.89
FSC threshold	0.143	0.143	0.143	0.143	0.143
Minimum (Å)	2.27	2.72	2.84	2.50	2.53
Median (Å)	2.94	3.85	4.05	3.37	3.32
Maximum (Å)	11.13	17.52	15.63	12.96	12.62
Map sharpening <i>B</i> factor (Å ²)		-83.0568	-86.8049	-93.5455	-76.9201
					-85.3014
**Refinement**					
Initial model used		5OOL		5OOL	
Model resolution range (Å)		7.2 – 2.8		7.2 – 2.8	
Model composition					
Nonhydrogen atoms		155,332		157,957	
Protein residues		7,113		7,020	
RNA bases		1,196		1,317	
<i>B</i> factors (mean, Å ²)					
Protein residues		39		15	
RNA residues		73		19	
Ligands		31		11	
R.m.s. deviations					
Bond lengths (Å)		0.005		0.002	
Bond angles (°)		0.498		0.548	
Model validation					
MolProbity score (percentile, 0-99 Å)		1.56 (94)		1.68 (90)	
Clashscore (all atoms)		6.01		6.24	
Poor rotamers (%)		0.73		0.34	
Ramachandran plot					
Favoured (%)		96.51		95.17	
Allowed (%)		3.49		4.77	
Disallowed (%)		0.00		0.06	
CaBLAM outliers (%)		2.0		2.5	
**Model vs. Map validation**					
CC _{mask}		0.60		0.65	
CC _{box}		0.65		0.65	
CC _{volume}		0.62		0.67	
FSC model-map		3.5		3.1	
FSC threshold		0.5		0.5	
**RNA**					
Correct sugar puckers (%)		98.58		99.32	
Good backbone conformations (%)		73.83		76.31	
**Data deposition**					
EMDB		EMD-13965	EMD-13962	EMD-13963	EMD-13967
PDB		7QH6			7QH7
					EMD-13966

Supplementary Table 4 | CryoEM map refinement – anti-association module and central protuberance focused classification with signal subtraction.

	Anti-association module (FCwSS)		Central protuberance (FCwSS)		
	1	2	1	2	3
**Data processing**					
Number of particles	194,162	997,693	1,012,600	91,905	87,365
Symmetry imposed	C ₁	C ₁	C ₁	C ₁	C ₁
Map resolution (Å)	3.03	2.77	2.77	3.15	3.15
FSC threshold	0.143	0.143	0.143	0.143	0.143
Minimum (Å)	2.73	2.42	2.43	2.80	2.83
Median (Å)	3.64	3.16	3.16	3.90	3.99
Maximum (Å)	15.92	11.77	11.53	16.80	16.90

# Supplementary material for: A late-stage assembly checkpoint of the human mitochondrial ribosome large subunit
**Source:** Nat Commun. 2022 Feb 17;13:929. doi: 10.1038/s41467-022-28503-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: Code for calculating RT-stop scores and cleavage protection scores.

File name: Supplementary Data 2

Description: Quantitative density gradient analysis by mass spectrometry (qDGMS) of mitochondrial lysates from parental and MRM2 knock-out cells.

File name: Supplementary Movie 1

Description: Inspection of structural heterogeneity in mtLSU particles in the absence of MRM2. UMAP visualisation of the latent space is presented on the right, with the on-data cluster centres represented as diamonds. The latent space exploration path through cluster centres (in no particular order) can be followed by a red dot, which corresponds to the volume (latent space representation) shown on the left. All volumes are presented with the same isosurface threshold.

# Supplementary material for: A late-stage assembly checkpoint of the human mitochondrial ribosome large subunit
**Source:** Nat Commun. 2022 Feb 17;13:929. doi: 10.1038/s41467-022-28503-5
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection Thermo Fisher EPU software v2.7

Data analysis

STAR aligner (Dobin et al., 2013)
<https://github.com/alexdobin/STAR/releases>
 bam2ReadEnds.R (Garcia-Campos et al., 2019)
 (García-Campos, 2019)
 XCalibur 3.0.63 Thermo Scientific N/A
 Proteome Discoverer 1.4 Thermo Scientific N/A
 MaxQuant 1.5.8.3 Max Plank Institute of Biochemistry <https://www.maxquant.org/>
 Perseus Max Plank Institute of Biochemistry <https://maxquant.net/perseus/>
 ImageJ (Schindelin et al., 2012)
<https://imagej.nih.gov/ij/>
 FASTX-Toolkit N/A http://hannonlab.cshl.edu/fastx_toolkit/
 bowtie, version 1 (Langmead et al., 2009)
<http://bowtie.cbcb.umd.edu/>
 RELION-3.1 (Zivanov et al., 2018; Zivanov, Nakane and Scheres, 2020)
<https://www3.mrc-lmb.cam.ac.uk/relion/>
 MotionCor2 (Zheng et al., 2017)
<http://msg.ucsf.edu/em/software/motioncor2.html>
 CTFFIND-4.1 (Rohou and Grigorieff, 2015)
<http://grigoriefflab.janelia.org/ctf>
 cryoSPARC (Punjani et al., 2017)
<https://cryosparc.com/>

cryoEF (Naydenova and Russo, 2017)
<https://www.mrc-lmb.cam.ac.uk/crusso/cryoEF/>
 cryoDRGN (Zhong et al., 2021)
<http://cb.csail.mit.edu/cb/cryodrgn/>
 Coot (Emsley et al., 2010)
<https://www2.mrc-lmb.cam.ac.uk/personal/pemsley/coot/>
 PHENIX (Adams et al., 2010)
<https://www.phenix-online.org/>
 MolProbity (Chen et al., 2010)
<http://molprobity.biochem.duke.edu/>
 Chimera (Pettersen et al., 2004)
<https://www.cgl.ucsf.edu/chimera/>
 ChimeraX (Pettersen et al., 2021)
<https://www.cgl.ucsf.edu/chimerax/>
 OpenMS (Röst et al., 2016)
<https://www.openms.de/>
 R (R Core Team, 2014)
<https://www.R-project.org/>
 NucleicAcidSearchEngine (Wein et al., 2020)
<https://www.openms.de/comp/nase/>
 FeatureFinderID (Weisser and Choudhary, 2017)
<https://www.openms.de/>
 Incucyte ZOOM software
 Other scripts used in this study are provided in full with the manuscript.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequencing data generated in this study have been deposited in the GEO and ArrayExpress databases under accession codes GSE179085 and E-MTAB-11292, respectively. CryoEM maps generated in this study have been deposited in the EMDB database under accession codes EMD-13965, EMD-13962, EMD-13963, EMD-13967 and EMD-13966. Atomic models generated in this study have been deposited in the PDB database under accession codes 7QH6 and 7QH7. The source data underlying all figures and supplementary figures are provided as a Source Data file. Any additional information required to reanalyse the data reported in this paper is available from the lead contact upon request. Publicly available published datasets used in this study are listed in Supplementary Table 2.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences
 ☐ Behavioural & social sciences
 ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample size was chosen to achieve a n at least of 3 and whenever experimentally possible and reasonable, more replicates were performed, as mentioned throughout the manuscript, and described in the legend of the appropriate figures. This is based in our previous experience while performing the methodologies described in this study.
Data exclusions	No data was excluded from analysis.
Replication	Experiments were replicated as mentioned throughout the manuscript, and described in the legend of the appropriate figures.
Randomization	The methodologies applied in this study do not require sample randomization.
Blinding	The methodologies applied in this study do not require a blind study.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Mouse monoclonal anti- β -actin Sigma-Aldrich A2228 1:50000
 Rabbit polyclonal anti-GTPBP5 Atlas Antibodies HPA047379 1:1000
 Rabbit polyclonal anti-GTPBP7 Atlas Antibodies HPA037827 1:1000
 Rabbit polyclonal anti-GTPBP8 Atlas Antibodies HPA034831 1:1000
 Rabbit polyclonal anti-GTPBP10 Atlas Antibodies HPA021076 1:1000
 Rabbit polyclonal anti-MRM1 Atlas Antibodies HPA021598 1:1000
 Mouse monoclonal anti-MRM2 MyBioSource MBS120390 1:100
 Rabbit polyclonal anti-MRM3 Atlas Antibodies HPA022534 1:1000
 Mouse monoclonal anti-MT-CO1 Abcam ab14705 1:1000
 Mouse monoclonal anti-MT-CO2 Abcam ab110258 1:1000
 Rabbit polyclonal anti-MTRES1 Atlas Antibodies HPA049535 1:1000
 Mouse monoclonal anti-SDHB Abcam ab14714 1:1000
 Mouse monoclonal anti-TOM22 Abcam ab10436 1:4000
 Rabbit polyclonal anti-uL3m Proteintech 16584-1-AP 1:1000
 Rabbit polyclonal anti-uS17m Proteintech 18881-1-AP 1:1000
 Mouse monoclonal anti-Vinculin Sigma-Aldrich V4505 1:10000
 Rabbit polyclonal anti-COX4 Kindly provided by Edward Owusu-Ansah (Murari et al., 2020) 1:1000
 Rabbit polyclonal anti-mt:ND1 Kindly provided by Edward Owusu-Ansah (Murari et al., 2020) 1:1000
 Mouse monoclonal anti-PDHA1 Abcam ab110334 1:1000
 Rabbit polyclonal anti-SDHA Kindly provided by Edward Owusu-Ansah (Murari et al., 2020) 1:1000
 Rabbit polyclonal anti-UQCR-C2 Kindly provided by Edward Owusu-Ansah (Murari et al., 2020) 1:1000
 Goat anti-mouse IgG (H+L), HRP Conjugate Promega W4021 1:3000
 Goat anti-rabbit IgG (H+L), HRP Conjugate Promega W4011 1:2000

Validation

anti-MRM1, anti-MRM2 and anti-MRM3 were validated using knock-out cell lines generated in our laboratory. Other antibodies were validated by the supplier (please refer to the manufacturer's notes on their website).

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

HEK Flp-In T-REx 293 Thermo Fisher Scientific

Authentication

Cell lines were authenticated by the supplier (please refer to the supplier's website).

Mycoplasma contamination

Cell medium was tested for mycoplasma contamination. All tests were negative.

Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified cell lines were used in this study.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Drosophila melanogaster. Age and gender of studied animals is described where appropriate throughout the main text.

Wild animals

The study did not involve wild animals.

Field-collected samples

The study did not involve samples collected from the field.

Ethics oversight

No ethical approval was needed.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

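Mitochondria-enriched RNA of the parental line and of the MRM1, MRM2 and MRM3 knock-out lines of HEK293T Flp-In T-REx cells was measured by 2′-O-methylation profiling in 3 biological replicates per line. Each replicate gave a library made with 2 μM dNTPs and a library made with 500 μM dNTPs. The lines and replicates were taken from the sample titles. All columns of the deposited table that belong to a sample were mapped to it, and 24 pairs of libraries within a group were compared, of which none were alike within sampling noise (the lowest chi-square per degree of freedom was 34.6).

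The authors aligned the reads to the mitochondrial chromosome, with STAR 2.5.3a and GRCh38.p13 according to the submitters' processing notes. The deposited counts are raw counts of read ends and of coverage per transcript position. The deposited cleavage protection scores were made by the authors from the counts of 3′ ends in the 500 μM libraries, with a flank of 6 positions on each side and a minimum median of 15 reads, and are fractions from 0 to 1 with negative values set to 0. The deposited RT-stop ratio is the fraction of reads that stop 1 nucleotide downstream, with 1 added to stops and coverage by the authors. The deposited p-values used here, those of the t tests of both scores, come from the authors' comparisons of the 3 knock-out with the 3 parental values at each position and are not adjusted for the number of positions. The chromosome in the reference used here has 16569 nucleotides, all 37 transcripts match its annotation, and all 15416 positions carry its base.

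From the counts, the cleavage protection scores and RT-stop scores were computed again and tested with limma 3.58.1 (linear model of the 4 lines, moderated variance with trend) in R 4.3.3. The 12 libraries or replicates of all lines entered 1 fit, in which they share the estimate of the spread. Reads per transcript, the sum of 5′ ends over its positions, were tested in the 500 μM libraries with edgeR 4.0.16 (TMM, quasi-likelihood test) for the 37 transcripts with at least 10 reads in at least 3 libraries. Tests are two-sided, p-values were adjusted after Benjamini and Hochberg, and the threshold was 0.05. At the known sites an exact permutation test was added; for 3 against 3 its smallest p is 0.1. Confidence intervals are at 95%. Reads carry no molecular identifiers and were amplified, so they are not independent molecules.

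The alternatives were the cleavage protection score before truncation at 0, a flank of 4 positions, a minimum of 50 reads, no filter on scores above 0, the 2 μM libraries, edgeR on the end or stop counts, a coverage of at least 20 or 200 reads, 0.1 added to stops and coverage, the linear scale, the 2 μM stop ratio alone, the 6 libraries of a comparison alone, a replicate block, DESeq2 1.42.0 or total reads in place of TMM, the rRNAs left out, no filter on reads, and each replicate left out in turn. Thinning all 500 μM libraries to the same number of reads, 162673, was added after seeing the data, as was an edgeR test of the 5′ ends in the 500 μM libraries with the coverage as offset, limma on their stop ratio with 1 or 0.1 added, and t tests with equal variances at the known sites. The test statistics were tested on simulated data with fixed seeds and the dispersion of the real replicates, for positions its median over the positions tested. Tables and the plot of read ends were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

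Named positions are the 3 known sites, 7 other modified residues, and for each knock-out and score the 5 largest changes among calls whose 3 knock-out values all lie on one side of the 3 parental values. Transcripts named by rule are the 2 rRNAs and for each knock-out the 10 largest changes among calls with no overlap of replicates. The rule was written before the files were seen, when the paper's values for Fig. 1a were known. A position named outside this rule (A1321, G1336, C963, G2943, U3038, U3041, C3043, U12215, A12146, the 6 candidates in parental cells, and the positions of the closing section) was chosen after its values were seen, as were the transcripts MT-CYB, MT-CO3, MT-TL2, MT-TA, MT-TE, MT-TI and MT-TQ. The mitochondrial proteome, the ribosome structures, the translation assays and the Drosophila experiments of the paper are not analysed here.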

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

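Of the tests below, those of depth and of scaling for the 16S mt-rRNA, the test of 5′ ends across all positions and the tests of the bias at 3′ ends in parts of the 13 positions were chosen after the result was seen, and thinning and limma on the stop ratio were settings added then.

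The paper does not report the abundance of the 16S mt-rRNA in these libraries, and it fell relative to the 12S mt-rRNA without MRM3. The ratio of 16S to 12S reads at 500 μM dNTPs was 0.531 ± 0.0381 (SD, n = 3) in the MRM3 knock-out and 1.17 ± 0.0176 (SD, n = 3) in parental cells, 2.21-fold lower, with the MRM3 replicates below the other 9 (exact permutation test, two-sided, p = 0.00455). The tables argue against a loss in 1 part of the molecule, since 100% of the 16 windows of 100 nucleotides lay below a log2 change of -0.5, and against low depth, since the lowest ratio in the shallower MRM2 knock-out libraries was 1.34. Scaling was not put to a test that could decide, since the result is itself a ratio within a library (highest value without MRM3 0.571). The loss of MRM3, differences between clones, in the origin or medium of the lines, and in the recovery of RNA stay open, as untested.

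The direction differed between knock-outs, since the ratio was 1.35 ± 0.0494 without MRM1 and 1.37 ± 0.0347 without MRM2 (SD, n = 3), both above all parental values. The MRM3 replicates lay below these 6 (exact permutation test, two-sided, p = 0.0119, the smallest that 3 against 6 allow), a grouping that joins plates of 2 lines. Against parental cells each knock-out alone had p = 0.1 in the exact permutation test, the smallest that 3 against 3 allow.

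In cleavage protection before truncation at 0, which the paper does not show, 13 positions of the mt-rRNAs besides U3039 were lower without MRM2 (8 in the 12S and 5 in the 16S mt-rRNA; limma, adjusted p under the threshold of 0.05). Their scores lay near or below 0 in parental cells and are hidden by truncation. A3011 of the 16S mt-rRNA was called higher (difference 0.238). By mean, 12 of the 13 were also lower without MRM3, with 0 called, and each was lower without MRM1 (differences from -0.178 to -0.00122). The comparisons share the parental libraries, so part of the difference may come from high parental values at the positions picked, which was not tested. The median difference of -0.315 was -0.278 with all libraries thinned to the same depth, which leaves 88.3% of it and argues against low depth as the cause. Over all 13 the log2 change of 5′ ends at the next nucleotide lay a median of 0.23 above that of all other mt-rRNA positions, with 9 of 13 above it, which does not decide whether a bias at the 3′ ends alone is the cause. At 3 of them (A2717, G2721 and A3059) edgeR called more 5′ ends (log2 changes of 1.29 to 1.63, the largest adjusted p = 1.00e-07). There the change was not at the 3′ ends alone. These 3 were picked by that call, so they do not decide the question for the 13. At the other 10, where the median was 0.0757 with 6 above and 4 below, such a bias stays open. No biological explanation was tested.

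The paper does not report on reads that stop at 500 μM dNTPs as such; in edgeR, 9 positions of the mt-rRNAs had more 5′ ends without MRM2, and 217 positions had fewer. The median log2 change in edgeR over all 11971 positions was -0.31. limma on the log2 stop ratio, where the 1 added to both counts weighs more in shallow libraries, gave 362 higher and 37 lower, but 6 higher and 35 lower with 0.1 added, so the 362 follow from the added count. The 9 of edgeR were higher in both limma fits, with 5 and 2 of them called. The 9 include U3039 (log2 1.82) and G2721 of the 16S mt-rRNA (log2 1.63), and 4 of them (U3039, G2721, A2717 and A3059) were also among 14 positions with more 3′ ends, where independent lists would share 0.0580 of the 2174 positions in both tests. Both lists come from the same libraries, so they are not independent, and no overlap was simulated for them. Of the 10 splits of the 6 libraries, 1 gave as many as 9 and the highest other gave 4; 10 splits are too few for a share under 0.05.

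In reads per transcript, which the paper does not analyse in these libraries, edgeR called 5 transcripts without MRM2 and 15 without MRM3. The highest other of the 10 splits gave 0 and 3 calls, and 1 split each, the real one, gave as many; the splits are too few for a share under 0.05.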

How the results depend on the processing

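Thinning was chosen after seeing the data; the other settings of this part were fixed earlier. At the target sites, every setting kept the direction of the loss in both scores. In cleavage protection, the score before truncation gave 15 calls without MRM2. With a minimum of 50 reads, and in the 2 μM libraries, G2815 was not scored in all libraries, which left 0 calls without MRM1. The 2 μM libraries also gave 0 calls without MRM2, and U3039 changed by -0.395 (adjusted p = 0.0901 without MRM2 and 0.140 without MRM3, limma), and by -0.291 without MRM1, against -0.0745 in the 500 μM libraries. edgeR on 3′ ends gave 3 calls without MRM1 and 6 without MRM2, and reversed G2815 without MRM3 to 0.000421. With the 6 libraries of a comparison alone there were 2 calls without MRM1 and 0 without MRM2, where U3039 changed by -0.330 (adjusted p = 0.0998, limma). Thinning gave 0, 0 and 1 calls; G2815 changed by -0.497 without MRM1 (adjusted p = 0.102), U3039 by -0.293 without MRM2 and MRM3 (adjusted p = 0.378 and 0.189, limma), and small differences reversed (0.00348 at U3039 and -0.0474 at G3040 without MRM1, 0.0799 at G2815 without MRM3). Depth thus limits these calls. Over the settings tried, the adjusted p in cleavage protection ranged from 8.68e-14 to 0.378 at U3039 without MRM2, from 3.10e-09 to 0.189 at U3039 without MRM3, and up to 0.102 at G2815 without MRM1.

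In RT-stop score, a coverage of at least 200 gave 2 calls without MRM1 and 2 without MRM3, where U3039 (-2.41, adjusted p = 0.0434, limma) passed; over the settings tried its adjusted p ranged from 6.38e-15 to 0.547, and that of U3039 without MRM2 from 2.16e-09 to 0.588. Adding 0.1 gave 1 call without MRM2. The linear scale gave 0, 14 and 0 calls, with G2815 at -42.8 (adjusted p = 0.386) and G3040 at -69.7 (adjusted p = 0.439, limma). edgeR gave 22, 123 and 22 calls, with U3039 at -2.17 without MRM2 and -2.40 without MRM3, both past the threshold. In the 2 μM stop ratio alone, G2815 without MRM3 reversed to 0.37. Positions lower in both scores numbered 1 without MRM2 and 2 without MRM3, by unadjusted p under 0.05 and by edgeR, against 0 and 1 in limma. For transcripts without MRM2, DESeq2 gave 8 calls (2 higher, 6 lower) and total reads 20 (18 higher, 2 lower) against 0 higher and 5 lower; total reads moved the median of all transcripts from 0.01 to 0.73 and reversed MT-RNR2 without MRM1 to 0.0865. Without MRM3 total reads gave 11 higher and 3 lower against 8 and 7, and the 2 μM libraries 6 calls with MT-TP reversed to 0.15. Apart from what is stated for thinning, scoring minimum and library number, the cause was not tested.

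With each replicate left out in turn, cleavage protection calls without MRM2 ranged from 0 (parental 1 or 3, or MRM2 knock-out 2 or 3 left out) to 2 (A2228 gained without MRM2 knock-out 1), and without MRM3 from 1 (parental 1) to 3. U3039 ranged from -0.366 to -0.308 in both knock-outs. G2815 without MRM3 ranged from -0.0844 to 0.0229 and reversed without parental 1 and, at 0.0145, without MRM3 knock-out 1. RT-stop calls ranged from 1 to 2 without MRM1 (A8196 of MT-CO2 gained without MRM1 knock-out 2) and from 0 to 7 without MRM2 (7 without parental 3). Transcript calls ranged from 3 (parental 1) to 9 (MRM2 knock-out 2) without MRM2.

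No steady pairing of the samples by replicate number was seen: correlations of same-numbered deviations ranged from -0.26 to 0.16 in cleavage protection, -0.17 to 0.06 in RT-stop score and -0.30 to 0.42 in transcripts. The same number was the best match in 4, 5 and 3 of 9 pairs for these measures. These include every MRM2 knock-out replicate in the first 2 measures, so a pairing is not excluded. A replicate block gave 4 RT-stop calls without MRM3 (G3016, C3017 and G3040 of the 16S mt-rRNA and A15971 of MT-TP) in place of 1, and kept the known sites called as before.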

Differences from the paper's values

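No value differed: all 18 relative means of Fig. 1a equal the paper's source data to 5 significant digits, and all 6 P values of the legend equal the authors' deposited table as rounded. The statements below differ from the values or from the deposited table in how a residue is named or how far a test reaches.

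Beside the P values, the legend of Fig. 1 calls the MRM2 target a guanosine, though it also names it U3039, and the discussion calls the MRM3 target a uridine, though it also names it G3040. In the deposited table and the reference these residues are U3039 and G3040.

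The paper states that the mark at U3039 is affected by the loss of MRM2 or MRM3, and its legend lists P values for U3039 in cleavage protection but not in RT-stop score. In the authors' deposited table the RT-stop comparisons at U3039 have p = 0.0633 without MRM2 and 0.0585 without MRM3. These p-values, like the 6 of the legend, equal t tests with unequal variances, while the paper names Student's t test. With equal variances, a test chosen after seeing the values, both RT-stop comparisons at U3039 pass the threshold of 0.05 before any adjustment, and all 6 comparisons of the legend still do. In limma over all positions they did not pass either (adjusted p = 0.104 and 0.155). They passed adjusted over the 3 known sites, and with edgeR on the stop counts, and the MRM3 comparison passed with a coverage of at least 200 reads.

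The paper states that G2815 is the only position affected without MRM1 and that no additional dependent sites were found. limma called G2815 alone in both scores. edgeR also called 2 positions of the 12S mt-rRNA with higher cleavage protection, and 22 positions, G2815 among them, in RT-stop counts. Of the 22, 13 were higher and 9 lower. The lower ones include G2814 and U2813 next to G2815 (log2 changes of -2.01 and -1.41). By both methods in edgeR, G2815 was the 1 position with a lower value.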

Other observations

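The tests of the residual at U3039 were chosen after the result was seen.

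Without MRM3, 8 annotated mRNA entries had more reads after TMM scaling in edgeR at an adjusted p under 0.05, and no test set the entries of one complex against the others. TMM-scaled values are not shares of all reads. The 8 are not separate molecules throughout. MT-ATP8 and MT-ATP6 overlap in the annotation, as do MT-ND4L and MT-ND4. The paper left out these overlaps as ambiguous in its ribosome footprinting. Of the 7 complex I entries, 5 were higher and 0 lower (6 higher when adjusted over the list alone), among them MT-ND2 (log2 fold change 1.71, standard error 0.32, adjusted p = 3.69e-06), MT-ND1 (log2 1.64) and MT-ND3 (log2 1.51). MT-ND4L passed while MT-ND4 did not (adjusted p = 0.0301 and 0.0695 from edgeR). Both complex V entries, MT-ATP6 (log2 1.04) and MT-ATP8 (log2 1.03), and MT-CYB of complex III (log2 0.91, with overlapping replicates) were higher, and 0 of 3 complex IV mRNAs passed (MT-CO3 did in DESeq2, with total reads, and without MRM3 knock-out replicate 1 or 2). The 16S mt-rRNA MT-RNR2 was lower by -1.00 on the log2 scale (standard error 0.21, adjusted p = 3.86e-05 from edgeR) and the 12S mt-rRNA MT-RNR1 did not pass (log2 0.17). Of the 22 mt-tRNAs, 6 were lower and 0 higher, with MT-TR (log2 -1.41), MT-TS2 (log2 -1.29) and MT-TF (log2 -1.23) the lowest. The share of all tRNA reads was 8.11 ± 3.06% without MRM3 and 8.15 ± 1.00% in parental cells (SD, n = 3), and MRM3 knock-out replicate 1 stood apart with 11.65% against 6.309% and 6.385%. Left-out libraries changed some of these calls: of the 6 tRNAs, MT-TF and MT-TS2 alone passed without MRM3 knock-out replicate 2 or 3 (MT-TR had adjusted p = 0.0629 and 0.0981 from edgeR), and MT-RNR1 passed without MRM3 knock-out replicate 1 (log2 0.28, adjusted p = 0.0124 from edgeR). With total reads in place of TMM, which moved the median of all transcripts from -0.16 to 0.14, 2 tRNAs (MT-TF and MT-TS2) and 6 complex I entries passed in the same directions, and MT-RNR1 was higher (log2 0.36). In the 2 μM libraries, MT-ND1, MT-ND2 and MT-ND3 were higher and MT-RNR2, MT-TF and MT-TL2 lower, MT-TR and MT-TS2 (adjusted p = 0.238 and 0.450 from edgeR), MT-ATP6 and MT-ATP8 did not pass (adjusted p = 0.0910 and 0.0930 from edgeR), and MT-TP went from a log2 fold change of -1.17 to 0.15.

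Without MRM2, edgeR called MT-CO1 (log2 -1.19), MT-ND5 (log2 -1.01), MT-CO2 (log2 -1.01) and both rRNAs, MT-RNR1 (log2 -1.01) and MT-RNR2 (log2 -0.79), all lower. MT-ND5 and MT-CO2 did not pass without parental replicate 1 (adjusted p = 0.0551 for both, edgeR). In the 2 μM libraries, MT-CO1 and both rRNAs were lower, 4 tRNAs (MT-TA, MT-TE, MT-TI and MT-TQ) were higher, and MT-ND5 and MT-CO2 did not pass (adjusted p = 0.0698 and 0.0777 from edgeR). With total reads in place of TMM, 18 transcripts were higher and MT-CO1 and MT-RNR1 lower, and MT-RNR2 was at -0.06. Of the 22 mt-tRNAs, 7 had a negative change with TMM and 0 with total reads. Of the 7 complex I entries, 4 had a positive change with TMM and 5 with total reads. The calls, and the direction of some transcripts, thus depend on the scaling in this line. Without MRM1, 0 of 37 transcripts passed in edgeR, with 2 at an unadjusted p under 0.05 and 0 in DESeq2; all 10 splits of these 6 libraries gave 0, as large as the real count. The ratio of 16S to 12S reads in the 2 μM libraries was 1.45 ± 0.0233 in parental cells, 1.65 ± 0.113 without MRM1, 1.66 ± 0.0469 without MRM2 and 0.672 ± 0.0390 without MRM3 (SD, n = 3).

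U3039 was cleaved more strongly without MRM2 than without MRM3. Before truncation, its cleavage protection score was -0.456 ± 0.0386 (SD, n = 3) without MRM2 and -0.106 ± 0.0479 (SD, n = 3) without MRM3, with no overlap of replicates (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). Part of this may come from G3040, which lost its protection without MRM3 and lies in the flank of U3039; with G3040 left out of the flank, 68.9% of the difference remained, which leaves this open. Methylation of U3039 left in cells without MRM3 is a candidate explanation that also stays open, since their log2 RT-stop score was not higher but differed by -0.30, with a confidence interval of -1.16 to 0.56.

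The counts of calls at the claims were set beside other splits of the same 6 samples, of which there are 10, too few for a share under 0.05. In cleavage protection, 1 split, the real one, gave as many calls in each knock-out; the real counts were 1, 1 and 2 without MRM1, MRM2 and MRM3 and the highest other was 0. In RT-stop score, 2 splits gave as many without MRM1 (real 1, highest other 1), 10 without MRM2 (real 0, highest other 0) and 1 without MRM3 (real 1, highest other 0).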
